# Physiological and Transcriptional Responses in Weaned Piglets Fed Diets with Varying Phosphorus and Calcium Levels

**DOI:** 10.3390/nu11020436

**Published:** 2019-02-20

**Authors:** Christian Gerlinger, Michael Oster, Luisa Borgelt, Henry Reyer, Eduard Muráni, Siriluck Ponsuksili, Christian Polley, Brigitte Vollmar, Martin Reichel, Petra Wolf, Klaus Wimmers

**Keywords:** calcium homeostasis, dietary mineral intake, immunomodulation, phosphorus homeostasis, trabecular bone

## Abstract

Phosphorus (P) is an important element of various metabolic and signalling processes, including bone metabolism and immune function. To elucidate the routes of P homeostasis and utilization, a five-week feeding study was conducted with weaned piglets receiving a diet with recommended amounts of P and Ca (M), or a diet with lower (L) or higher (H) P values and a constant Ca:P ratio. Routes of P utilization were deduced via bone characteristics (MicroCT), genome-wide transcriptomic profiles of peripheral blood mononuclear cells (PBMCs), and serum mineral levels. MicroCT revealed significantly lower bone mineral density, trabecular number, and mechanical fracture load in (L). Gene expression analyses showed transcripts of 276 and 115 annotated genes with higher or lower abundance in (H) than (L) that were related to basic cellular and metabolic processes as well as response to stimuli, developmental processes and immune system processes. This study shows the many molecular routes involved in P homeostasis that should be considered to improve endogenous mechanisms of P utilization.

## 1. Introduction

Phosphorus (P) and calcium (Ca) are essential elements for all living organisms. They play a vital role in growth processes, formation and stability of bones, and maintenance of a physiological cell metabolism. The homeostasis of P and Ca is largely maintained by a trifecta of absorption in the intestines, secretion/resorption in the kidneys and mobilization/storage in bones. Hormones like vitamin D (calcitriol), parathyroid hormone (PTH), fibroblast growth factor 23 (FGF23), and calcitonin as well as corresponding mineral transporters, receptors, and transcription factors help maintain Ca and P mineral homeostasis [1]. For livestock, the need for P and Ca is primarily dependent on bone formation requirements that are strongly associated with the health and welfare of the animals. In fact, favorable growth and performance traits need to be combined with adequate bone formation to ensure a well-functioning musculoskeletal system [2].

Both dietary P and Ca deficiencies and surpluses have considerable effects on bone mineral content and mineral density [3], bone composition [4], and bone development [5]. Systemic effects caused by an altered P and Ca supply indicate highly dynamic influxes and effluxes of P, Ca, and superordinate endocrine metabolites in the blood [1]. Because P and Ca-dependent processes rely on the uptake, excretion, and availability of these elements [6], the regulation of plasma PTH, calcitriol (1,25(OH)_2_D_3_), calcium-binding protein (CaBP) [7,8], and IGF-1 concentration [9] have received considerable attention. However, studies investigating adaptation to P and Ca deficiencies and surpluses in the context of adequate bone mineralization and mineral utilization are scarce.

During the growth and development of piglets, there is a central role for P and Ca in osteogenesis but also a significant demand for these minerals and their associated endocrine factors in soft tissue development [10]. In this context, vitamin D deficiency has been associated with smaller muscle fibers and altered expression of genes relevant to myogenesis [11].

Recent findings in pigs also provide increasing evidence for links between dietary P and the immune system [12]. Specifically, there are aspects of osteoimmunology that might also depend on the dietary supply of minerals [13]. Here, the two-way interaction between bone tissue and immunocompetent cells in blood could provide a significant contribution [14]. Bone and immune system development are very strongly linked by regulatory processes in the bone marrow that control immune functions and hematopoiesis, especially by signals between osteoclasts, which are monocytes derived from hematopoietic precursors, and immune cells [13]. In this context, peripheral blood mononuclear cells (PBMCs) are not only a suitable surrogate cell population for various other tissue [15], but also enable detailed phenotyping of osteoimmunological effects. Mutual research on bone and immune cells can therefore shed light on the consequences of P and Ca imbalances in primarily affected organs and tissues [16].

This study aims to identify the effects of dietary P and Ca imbalances on growth performance, bone characteristics, serum mineral levels, and expression data from PBMCs.

## 2. Materials and Methods

This study was approved by the Scientific Committee of the Leibniz Institute for Farm Animal Biology (FBN) and licensed by the Ethics Committee of the federal state of Mecklenburg-Western Pomerania, Germany (Landesamt für Landwirtschaft, Lebensmittelsicherheit und Fischerei; LALLF M-V7221.3-1-053-15).

### 2.1. Animals, Diet, and Sample Collection

As previously described [17], German Landrace piglets (*Sus scrofa domesticus*, *n* = 21) were fed three different wheat/barley/soybean-based diets varying in Ca and P levels for five weeks (days 28 to 64 of life) (Table S1). The animals were obtained from four litters sired by individual boars and were kept individually on a flat-deck. Each group comprised at least three females and three castrated males. Piglets received a medium diet, considered the control diet, with recommended mineral levels (M diet; P: 0.84%; Ca: 1.27% of dry matter) [18]; a low mineral diet (L diet; P: 0.56%; Ca: 0.79% of dry matter); or a high-mineral diet (H diet; P: 1.02%; Ca: 1.69% of dry matter; Table S1). The crude nutrients in the feed were analyzed according to the standard methods for chemical analysis of feed [19]. The resulting dietary Ca:P ratios ranged between 1.41:1 and 1.65:1. Neither microbial phytase nor other phosphatases were added. Pigs had free access to water and feed (*ad libitum*). Zootechnical parameters such as body weight (BW), daily weight gain (DWG), and daily feed intake (DFI) were recorded and the mean presented for each week (days 28, 35, 42, 49, 56, 63). Blood samples were taken on day 63 from the Vena cava cranialis. Serum was prepared and stored at −80 °C. PBMCs were isolated from 5 mL of EDTA-supplemented blood by centrifugation on a Histopaque-1077 density gradient (Sigma-Aldrich, Taufkirchen, Germany) and stored at −80 °C until further analyses. On day 64, animals were anaesthetized by electrical stunning and killed by exsanguination at the Institute’s experimental slaughter facility. The left femurs were excised and stored at −20 °C.

### 2.2. Measurement of Bone Characteristics

For micro-CT analyses of femurs, a high-resolution Micro-CT Imaging System was used (SkyScan 1076, Bruker-MICROCT, Kontich, Belgium). In brief, samples were thawed at 4°C in 0.9% saline for 24 h. Scans were performed with an aluminum-filter (1.0 mm), X-Ray source: 70 kV/141 µA, averaging frame: 4, rotation step: 0.6°, and pixel size: 18 µm. For sample reconstruction, a beam hardening of 30% and defect pixel masking of 20% with individual misalignment compensation and fixed histogram thresholds were used. The volume of interest (VOI) was chosen distal to the hip joint and to account for individual femur length. It was set proportionally at 30% of the total femur length (Figure 1A). The VOI covered 400 slices in both directions (800 slices in total). Cortical tissue mineral density (TMD) and trabecular bone mineral density (BMD) were measured, and a three-dimensional analysis was performed (Figure 1B,C). Microstructural parameters, including the trabecular bone volume/tissue volume ratio (BV/TV), structure model index (SMI), trabecular number (TbN), trabecular separation (TbSp), and trabecular thickness (TbTh) were obtained [20]. Fracture load and maximum deflection were measured via a three-point bending test using a servohydraulic testing machine (#858, MTS, Berlin, Germany). Specifically, the femurs were placed on their metaphysis and a displacement of 3 mm/min was applied. The data were recorded 20 times per second. The femoral diameters were recorded (min, max).

### 2.3. Measurements of Serum Parameters

Serum minerals (inorganic P, Ca) were analyzed with commercial assays using Fuji DriChem 4000i (FujiFilm, Minato, Japan). Zinc (Zn) and copper (Cu) levels were measured directly in blood serum by inductively coupled plasma optical emission spectrometry (ICP-OES) according to BVL F 0096:2013-04 [21].

### 2.4. RNA Isolation

Total RNA was isolated from PBMCs by phenol/chloroform/isopropanol extraction using the Qiazol reagent per the manufacturer’s directions (Qiagen, Hilden, Germany). Samples were treated with DNAse I (Roche, Mannheim, Germany) and purified with the column-based NucleoSpin RNA II Kit according to the manufacturer’s specifications (Macherey-Nagel, Düren, Germany). Furthermore, a NanoDrop ND-2000 spectrometer (Thermo Fisher Scientific, Schwerte, Germany) was used to quantify RNA concentrations. The samples were tested for genomic DNA contamination via PCR with primers for GAPDH (forward: AGATCCACAACCGACACGTT, reverse: CCAGAACATCATCCCTGCTT). No amplification of specific DNA targets was observed. RNA samples were stored at −80 °C until analysis and cDNA synthesis were performed.

### 2.5. Microarray Processing

For genome-wide analyses of the pig transcriptome, single stranded cDNA was synthesized, biotin-labelled, and fragmented using the WT Plus Expression kit according to the manufacturer’s instructions (Affymetrix, Santa Clara, CA, USA) [22]. The samples were hybridized on snowball arrays comprising 47,845 probe-sets [22]. The arrays were processed following the manufacturer’s instructions using the GeneChip Hybridization, Wash and Stain Kit (Affymetrix, Santa Clara, CA, USA). Raw data were generated with Affymetrix GCOS 1.1.1 software (Affymetrix, Santa Clara, CA, USA). Data were deposited in a MIAME-compliant database, the National Center for Biotechnology Information Gene Expression Omnibus (www.ncbi.nlm.nih.gov/geo; accession number: GSE122144) [23].

### 2.6. Data Analysis

Measurements on zootechnical traits, serum, and bone parameters were subjected to variance analysis (SAS Institute, Cary, NC, USA). Fixed effects represented by the dietary group, litter, and sex were considered. Tukey’s post-hoc test was applied to deduce differences between the three dietary groups. The level of significance was set at *p* < 0.05.

Expression data were processed by Expression Console (Affymetrix, version 1.4, Santa Clara, CA, USA) and R software (v3.2.3) (R Foundation for Statistical Computing, Vienna, Austria). The microarray data were subjected to quality assessment [24]. Quality control criteria were met by 20 samples; one microarray was excluded. A normalization of raw intensity data was performed by the Robust Multichip Average (RMA) approach (Log2). Probe sets with low-intensity signals were excluded from further analyses to improve statistical power [25]. The removed probe sets consisted of probe subsets that were declared present in less than 80% of all arrays. In line with phenotypic data measurements, differential expression was established by variance analysis (SAS Institute, Cary, NC, USA). To correct for multiple testing in large datasets, q-values were calculated considering the *p*-value distribution [26]. The cut-off for *q*-values was set to *q* < 0.21, which is equivalent to *p* < 0.01. To reveal differences in mRNA abundances, fold changes (FC) were calculated between dietary groups.

A functional classification analysis for molecular functions and biological processes was performed for differentially expressed transcripts obtained from the comparison of animals in the L and the H group by using the PANTHER classification system tool 13.1 (Gene Ontology, http://pantherdb.org). Additionally, the lists of differentially abundant transcripts were evaluated via Ingenuity Pathway Analysis to visualize canonical pathways and bio-functions (IPA; Ingenuity Systems, Redwood City, CA, USA). The significance of the association between pathway and data was set at *p* < 0.05 (corrected by Benjamini-Hochberg). Pathways that explicitly refer to human diseases were excluded from the results. The specified *z*-scores represent a statistical measure of the correspondence between literature knowledge of gene regulations (IPA) and the observed probe set abundance. The *z*-scores indicate an activation (positive) or inhibition (negative) of the biological functions. Absolute *z*-scores above 2 were considered relevant.

## 3. Results

This study investigated pigs fed wheat/barley-based diets with variable P and Ca contents to approximate effects on growth, bone development, and mineral-responsive molecular pathways in peripheral blood cells. Both limited and excess mineral intake prompted phenotypical and transcriptional consequences.

### 3.1. Performance and Feed Intake

On day 56 and day 63, animals fed high levels of dietary P and Ca had significantly lower live weights compared to animals fed L and M (Table S2). Moreover, BWG and DFI were significantly decreased in the H group during weeks 3 (day 42–48), 4 (day 49–55), and 5 (day 56–63) (Figure 2). After 3 weeks on trial, the H-fed piglets showed clinical symptoms of parakeratosis. In some cases, the dermis showed lymphocytic infiltrates and nuclei remaining in the stratum corneum. Animals fed on L and M diets did not show any dermal irritations. Looking at the intake of Ca and P in relation to the respective weight of the animals, there is a significant difference between groups H and L over the entire course of the experiment (Table S3). In fact, animals of the H group had an absolute higher intake of P during week 1–4, while in week 5 it was not significant different from the other groups. The net P intake (g intake/day and kg BW) was higher along the whole experimental period. There was no evidence of dietary effects on performance traits of animals of the L group compared to animals of the M group.

### 3.2. Bone Characteristics

The measurements of femoral characteristics resulting from variable dietary mineral intake are given in Table 1. Animals of the L group showed significantly lower BMD and BV/TV but increased TbSp when compared to animals of the M- or H-fed groups. The TbN was lower in L compared to M animals. SMI, TMD, and TbTh were unaffected by diet. A lowered fracture load and a higher maximum deflection were observed in L animals compared to M and H animals. No statistically significant differences were observed between the animals of the M- and H-fed groups. No significant differences in femur diameters were observed between the dietary groups.

### 3.3. Serum Mineral Levels

In our prior study, no significant diet-dependent differences were measured in serum levels of inorganic P and Ca [17]. Serum Zn levels were significantly decreased in animals of the H group, whereas serum Cu levels were unaffected by the dietary regimen (Figure 3).

### 3.4. PBMC Gene Expression Pattern

To deduce diet-specific mRNA expression patterns, transcriptomic profiles of PBMC were evaluated. 

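PBMC profiles of 20 piglets were available, with 1 array per animal: 6 animals of the L group (3 females, 3 males), 7 of the M group (4 females, 3 males) and 7 of the H group (3 females, 4 males), all sampled on day 63. PBMC are the mononuclear cells of blood, mainly lymphocytes and monocytes, which a density gradient separates from most granulocytes and erythrocytes. RNA of each animal was hybridized to the snowball array, a pig expression array of Affymetrix on which each transcript is read by a probe set. The authors normalized the intensities by RMA, which corrects the background, brings the probe intensities of the arrays to one distribution and summarizes the probes of each probe set on a log2 scale. The values used here are these RMA values, which run from 0.319 to 14.3, and a difference between groups is a log2 fold change.
Array medians lay between 4.29 and 4.46, and correlations between pairs of arrays between 0.890 and 0.974. The level of the 69 background control probe sets was 2.84 ± 0.17 in the L (SD, n = 6), 2.90 ± 0.24 in the M (SD, n = 7) and 2.84 ± 0.12 in the H group (SD, n = 7). The median signal over this background was 3.35 in the L, 3.22 in the M and 3.37 in the H group on the log2 scale. The precision of every value below is limited by the number of arrays. The X-linked gene KDM6A lay at or above 8.03 in the females and at or below 8.00 in the males, so the labelled sexes were told apart on all 20 arrays.
The presence calls behind the authors' filter cannot be made from RMA values. Of 47845 probe sets, the 22127 that lay above the array's median on at least 80% of the arrays were kept instead, 14681 of them with a gene name, for 9348 genes. The 3 diets were compared in limma with sex as a covariate. Litter, which the methods also name, is not in the sample labels and was not used here. A probe set was called at the paper's threshold, an unadjusted p under 0.01 together with a Storey q under 0.21. Gene lists fixed before the data were examined were tested with camera, which compares a list with all other genes, with 1 probe set per gene, the one with the highest mean. Some of these lists hold genes of the paper's tables, which the study chose on the same animals. Such lists are not wholly independent evidence. A list passed at a Benjamini-Hochberg adjusted p under 0.05 over the 38 lists with at least 5 measured genes.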

The comparison of microarray data between the animals of the L- and the H-fed groups revealed 694 differentially expressed probe sets that passed the threshold criteria (*p* < 0.01; *q* < 0.21). These probe sets represented 391 annotated genes (276 L < H; 115 L > H) involved in 33 pathways found to be differentially expressed in L and H groups (Table 2, Table S4). 

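Between H and L animals 6 of 22127 probe sets were called, 3 higher and 3 lower in H. Of these, 2 belong to ABCA1, the exporter of cholesterol and phospholipids from cells, and rose by 0.94 (SE 0.18) and 1.12 (SE 0.22) on the log2 scale. ATP5J2, a subunit of the mitochondrial ATP synthase, had a log2 fold change of -0.64 (SE 0.13), and ZMAT2, a zinc finger protein, one of -0.49 (SE 0.09). For ATP5J2 and ZMAT2 all 7 H animals lay below every L animal (exact permutation test, two-sided, p = 0.00233 and 0.00117). Both were picked by their p in the same comparison, so this separation is not independent evidence. For ATP5J2 it was very narrow, with the highest H value at 7.33542 and the lowest L value at 7.33545. The other called probe sets carry no gene name and had log2 fold changes of 1.60 and -0.68. The q of all 6 was 0.182 with limma.
At an unadjusted p under 0.01 there were 462 probe sets, 276 higher and 186 lower, where 221 would be reached if probe sets were independent and no diet effect were present. Probe sets are correlated, and chance cannot be excluded for this count when the arrays are regrouped. At an unadjusted p under 0.05 there were 1897, and none at a Benjamini-Hochberg adjusted p under 0.05. The number of calls depended on single arrays and on their weights. It was 943 with array weights, 0 without filter, without sex, after centring of the arrays and after cyclic loess, and between 0 and 312 when 1 animal was left out, the highest without L replicate 13.

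**Figure D1:**
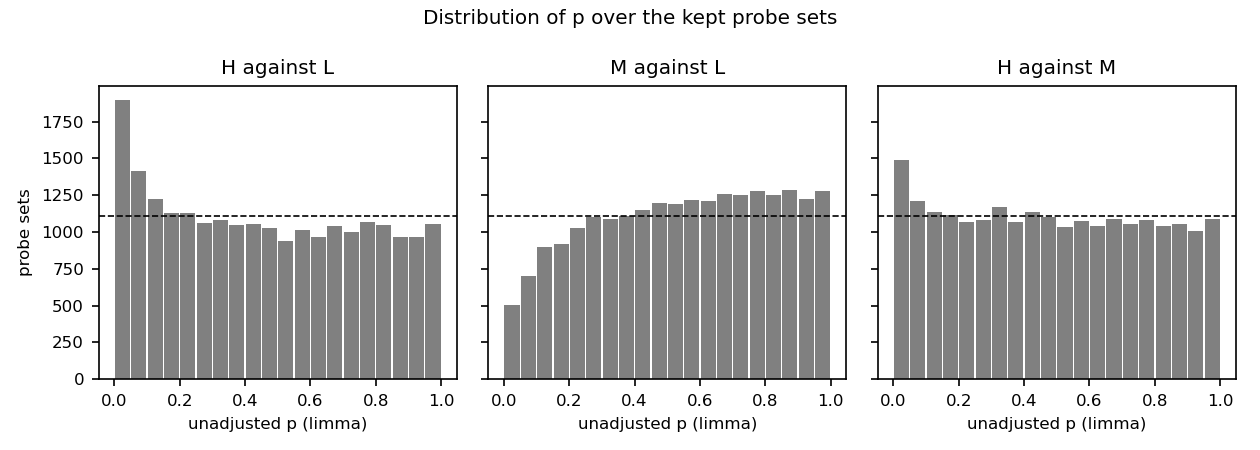
Distribution of the unadjusted p from limma over the 22127 kept probe sets, in bins of 0.05, for H against L, M against L and H against M. Bars are numbers of probe sets and the dashed line is the number per bin if p were evenly spread. The first bin holds 1897 probe sets for H against L, 501 for M against L and 1491 for H against M.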

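The called probe sets stand for 3 annotated genes, ABCA1 higher and ATP5J2 and ZMAT2 lower in H. At an unadjusted p under 0.01 alone, 270 annotated genes had a probe set past it, 170 of them a probe set with a higher value in H and the remaining genes only ones with a lower value. Among those furthest above 0 by log2 fold change were TGM3, a transglutaminase of neutrophils and epithelia, with 2.35 (SE 0.58), OAS1, an interferon-induced sensor of double-stranded RNA, with 1.59 (SE 0.37), and CD274, the ligand of the inhibitory receptor PD-1, with 1.51 (SE 0.44). On the other side, UBE2C, a ubiquitin-conjugating enzyme of mitosis, had -0.78 (SE 0.21) and BIRC5, an inhibitor of apoptosis needed for cell division, -0.75 (SE 0.17). The q of these 5 genes was 0.426 with limma, above the threshold. Taken by 1 probe set per gene, 204 of 9348 genes were past an unadjusted p under 0.01, 131 higher and 73 lower. With array weights the number of annotated genes called was 562, 315 higher, 245 lower and 2 with probe sets of both directions.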

To indicate differences in mRNA abundances, positive FC (L < H) and negative FC (L > H) are displayed (Table 2 and Table 3). 

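Of the 89 genes that Table 2 lists, 81 were measured, and 65 had a log2 fold change above 0 and 16 below it. The median was 0.60 among the former and -0.37 among the latter. Only ABCA1 of these genes was called. At an unadjusted p under 0.01 there were 28 genes with a higher and 9 with a lower value in H, and at an unadjusted p under 0.05 there were 53 and 12. Since the study chose these genes on the same animals, their direction is not independent evidence. With array weights 47 of them were called, 37 higher and 10 lower.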

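Between M and L animals no probe set was called with limma, and 99 of 22127 were past an unadjusted p under 0.01, and 501 past an unadjusted p under 0.05. The genes with the smallest p were NDUFV3, a subunit of respiratory complex I, with a log2 difference M minus L of -0.83 (SE 0.24), ATIC, an enzyme of purine synthesis, with -0.49 (SE 0.15), and SFT2D2, a protein of vesicle transport, with -0.53 (SE 0.16). Between H and M animals 5 probe sets were called, and all 5 fell in H. CDKN2C, an inhibitor of cyclin-dependent kinases, had a log2 difference H minus M of -1.13 (SE 0.19), BIRC5 one of -0.83 (SE 0.16), GHITM, a protein of the inner mitochondrial membrane, one of -0.65 (SE 0.12) and ATP5J2 one of -0.63 (SE 0.12). An unnamed probe set, which was also called between H and L, had -0.71. Their q lay between 0.142 and 0.204 with limma, and 342 probe sets were past an unadjusted p under 0.01 and 1491 past an unadjusted p under 0.05.
On a scale where the L mean is 0 and the H mean is 1, M animals lay at 0.17 ± 0.23 (SD, n = 7) over the 3 annotated genes called between H and L. Over the genes called without 1 animal the position was 0.455 without L replicate 13, 0.337 without L replicate 10, 0.262 without H replicate 18 and 0.0768 without M replicate 19. Over the 462 probe sets at an unadjusted p under 0.01 they lay at 0.34 ± 0.19 (SD, n = 7). The count between H and M was 0 without filter and 41 with array weights.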

Due to multiple testing corrections, no significant differences in gene expression were found when compared L to M or M to H groups. Therefore, these comparisons were not considered in the downstream pathway analyses.

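Gene Ontology terms were not used here, so genes were grouped by families of symbols fixed before the data were examined, and a family's share of genes at an unadjusted p under 0.01 was compared with that of all genes, 204 of 9348 or 2.18%, by Fisher's exact test. Among families of enzymes, 1 of 38 tyrosine and dual-specificity phosphatases (PTPN12, log2 fold change 0.57, SE 0.17), 2 of 96 E3 ligases, 1 of 27 antioxidant enzymes and 0 of 32 mitogen-activated protein kinases were past this p. Among families of binding proteins, 2 of 159 zinc finger proteins were past it. The share of none of these 5 families differed from that of all genes, with adjusted p from 0.842 to 1 over 15 families. In camera none of these 5 families passed either, with adjusted p from 0.105 to 0.468. The log2 fold change of ZFP36, a zinc finger protein that destabilizes cytokine mRNA, was 0.70 (SE 0.25), and that of SOD2, the mitochondrial superoxide dismutase, was 1.06 (SE 0.44).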

The most abundant molecular functions (GO-terms) obtained from the overall analysis of differentially abundant transcripts (Figure 4A) in the L and H groups were catalytic activity (35.7%) and binding (33.7%). Moreover, activities of receptors (9.6%), transporters (7%), structural molecules (6.7%), and signal transducers (5.6%) were shown to be enriched. 

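Among the families of receptors, 5 of 49 interleukins, interferons and their receptors had a higher value in H and none a lower one at an unadjusted p under 0.01, a larger share than that of all genes (Fisher's exact test, adjusted p = 0.0309). This test takes genes as independent and was chosen after the other tests had been set, and with an estimated correlation the family did not pass (adjusted p = 0.361). The 5 genes were IL4R, IL1R2, IL22RA2, IL1RAP and IL17RA, the last of these named after its value was seen. All but IL17RA are in the study's tables, chosen on these animals. Of 48 G protein-coupled receptors 4 were past this p (adjusted p = 0.101), among them LPAR6, a receptor of lysophosphatidic acid, with a log2 fold change of 0.78 (SE 0.21). The numbers were 1 of 25 chemokines and their receptors and 1 of 21 ligands and receptors of the TNF superfamily, the latter TNFSF13B, a survival factor of B cells, with 0.89 (SE 0.25).
Of the transporters, 7 of 192 solute carriers, 1 of 20 ABC transporters (ABCA1) and 0 of 38 ion-pumping ATPases were past it. Of the structural molecules, 11 of 110 cytosolic and mitochondrial ribosomal proteins were, and all 11 had a lower value in H (adjusted p = 0.000395), while 0 of 40 collagens, keratins, laminins and tubulins were. In camera the interleukin family (adjusted p = 4.3e-05), the G protein-coupled receptors (adjusted p = 0.0113) and the ribosomal proteins (adjusted p = 2.4e-16) passed, with adjusted p of 0.361, 0.361 and 0.374 with an estimated correlation. Neutrophil and monocyte markers were higher (median 0.62 and 0.48) and T cell markers lower (median -0.35) in the same animals, and IL1R2 is itself a neutrophil marker. Of the 13 neutrophil markers 4, IL1R2 among them, are in the study's tables, chosen on these animals. The other 6 of these families did not pass, with adjusted p from 0.175 to 0.949.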

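The lists of oxidative phosphorylation, mitochondrial ribosomal proteins, proteasome subunits and cholesterol biosynthesis were lower in H. Of 50 subunits of oxidative phosphorylation 45 had a log2 fold change below 0, with a median of -0.23, and 1 of them, ATP5J2, was called, or 2 adjusted over the list alone. NDUFV3 had -0.71 (SE 0.24). The list passed in camera with an adjusted p of 8.2e-11, and adjusted p = 0.263 with an estimated correlation. Of 56 mitochondrial ribosomal proteins 48 lay below 0 (median -0.12, camera adjusted p = 5.7e-05, adjusted p = 0.388 with an estimated correlation), among them MRPS21 with -0.47 (SE 0.14) and MRPL18 with -0.60 (SE 0.23). Of 41 proteasome subunits 36 did (median -0.18, camera adjusted p = 0.000339, adjusted p = 0.454 with an estimated correlation), among them PSMC4 with -0.35 (SE 0.13) and PSMB7 with -0.61 (SE 0.23). Of 15 enzymes of cholesterol biosynthesis 12 did (median -0.22, camera adjusted p = 0.0129, adjusted p = 0.338 with an estimated correlation), among them squalene epoxidase SQLE with -0.46 (SE 0.15) and FDPS with -0.33 (SE 0.14). The cholesterol list did not pass without L replicate 13 (median -0.18, adjusted p = 0.0529). Adjusted over the list alone, none of the genes of these 3 lists was past the threshold. T cell, B cell and erythroid markers were lower in the same animals (median -0.35, -0.29 and -0.51).
The lists of glycolysis (18 genes, median 0.02, camera adjusted p = 0.205) and of fasting and fatty acid oxidation (17 genes, median -0.02, camera adjusted p = 0.794) did not pass, and none of their genes was past the threshold adjusted over the list alone. In them, HK3, a hexokinase of myeloid cells, had a log2 fold change of 0.87 (SE 0.28), SLC2A3, a glucose transporter, 0.76 (SE 0.28), ACSL1, which activates fatty acids, 0.92 (SE 0.31) and CPT1A, which admits them to mitochondria, 0.69 (SE 0.23).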

For biological processes (Figure 4B), transcripts involved in basic cellular (29.3%) and metabolic processes (20.1%) predominated. Additionally, GO-terms related to response to stimulus (10.5%), developmental processes (4.8%), and immune system processes (4.3%) were enriched.

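The list of immediate early genes, which are transcribed within minutes of a stimulus, was higher in H, with 14 of 20 genes above 0 (median log2 fold change 0.06, mean 0.18, camera adjusted p = 0.00332, adjusted p = 0.279 with an estimated correlation). JUNB, a subunit of the transcription factor AP-1, had 0.66 (SE 0.19) and was the only gene of the list past the threshold adjusted over the list alone. The list did not pass without H replicate 17 (adjusted p = 0.0814). The list of glucocorticoid-responsive genes was also higher, with 14 of 20 genes above 0 (median 0.15, mean 0.28, camera adjusted p = 0.00126, adjusted p = 0.279 with an estimated correlation). CRISPLD2, a secreted protein that binds lipopolysaccharide, had 0.97 (SE 0.31). The lists of heat shock proteins and chaperones (16 genes, median -0.17, camera adjusted p = 0.073, but from 0.0107 to 0.0338 without each of L replicates 5, 6 and 15 and H replicates 4 and 7, and 0.00771 with the neutrophil and monocyte marker scores as covariates) and of the amino acid and integrated stress response (20 genes, median -0.04, camera adjusted p = 0.956) did not pass. Their members HSPE1 and FKBP4, a mitochondrial and a steroid receptor chaperone, had -0.39 (SE 0.18) and -0.32 (SE 0.14), ALDH1L2, a folate enzyme of mitochondria, 0.51 (SE 0.18) and ASNS, the asparagine synthetase, -0.36 (SE 0.18). No gene of these 4 lists was called over all genes, and adjusted over the list alone JUNB was the single one. Neutrophil and monocyte markers moved with the 2 higher lists (median 0.62 and 0.48). The glucocorticoid list shares IL1R2 with the neutrophil markers and CD163 with the monocyte markers. With the scores of these markers as covariates the adjusted p was 0.267 for immediate early genes and 0.803 for glucocorticoid-responsive genes, whose median was then 0.01. Part of the loss in the glucocorticoid list is therefore built in.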

Comparison of L and H data revealed that pathways involved in the modulation of humoral and cellular immunity were affected, i.e., “IL-10-signaling”, “IL-6 signaling”, “acute phase response signaling”, “NF-κB signaling” and “role of pattern recognition receptors in recognition of bacteria and viruses”. Moreover, analyses revealed molecular patterns that are involved in the differentiation and functions of T cells, such as “T helper cell differentiation”, the “Th1 and Th2 activation pathway”, the “Th1 pathway”, and the “Th2 pathway”. Furthermore, mRNA expression patterns associated with genes involved in monocyte and macrophage function (“Fcγ receptor mediated phagocytosis in macrophages”, “monocytes granulocyte adhesion and diapedesis”). 

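Lists of innate immune recognition were higher in H animals. Of 20 pattern recognition receptors 18 had a log2 fold change above 0 (median 0.38), among them DDX58 with 1.23 (SE 0.39) and IFIH1 with 0.88 (SE 0.29), the sensors RIG-I and MDA5 of viral RNA, TLR4, the receptor of lipopolysaccharide, with 0.93 (SE 0.36), and NOD1, a sensor of bacterial peptidoglycan, with 0.35 (SE 0.12). Of 15 members and receptors of the interleukin-1 family 12 lay above 0 (median 0.31), among them IL1RAP, the shared signalling chain of these receptors, with 1.23 (SE 0.43). Of 22 feedback and target genes of NF-κB 17 did (median 0.12), among them TNFAIP2 with 0.35 (SE 0.13). Each of these lists holds genes of Table 2, such as TLR4, IL1RAP and SOD2, which the study chose on these animals. Their direction is therefore only partly independent evidence.
In camera the 3 lists passed with adjusted p of 1.6e-07, 9.4e-05 and 0.0111, and had adjusted p = 0.260, 0.260 and 0.279 with an estimated correlation. None of their genes was called, nor adjusted over the list alone. Markers of neutrophils and monocytes moved with them, with median log2 fold changes of 0.62 and 0.48, and with these markers' scores as covariates the adjusted p of the 3 lists were 0.287, 0.323 and 0.567. The monocyte markers share CD14 and CLEC7A with the pattern recognition receptors. The neutrophil markers share IL1R2 with the interleukin-1 family. Part of the loss in these 2 lists is therefore built in.
Of the genes Table 2 gives for IL-10 signaling, 10 of 10 lay above 0 (median 0.93), for IL-6 signaling 11 of 12 (median 0.65), for acute phase response signaling 12 of 13 (median 0.62), for NF-κB signaling 12 of 13 (median 0.58) and for pattern recognition receptors 8 of 8 (median 1.08). None of these genes was called, and adjusted over the list alone 8, 9, 9, 5 and 6 were higher and 0, 1, 0, 1 and 0 lower, which is not independent evidence because the study chose the lists on these animals. SOCS3, a feedback inhibitor of cytokine receptors, had 0.93 (SE 0.28), JAK2, a kinase of these receptors, 0.58 (SE 0.18) and IL4R, the receptor of IL-4, 0.63 (SE 0.18).

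**Figure D2:**
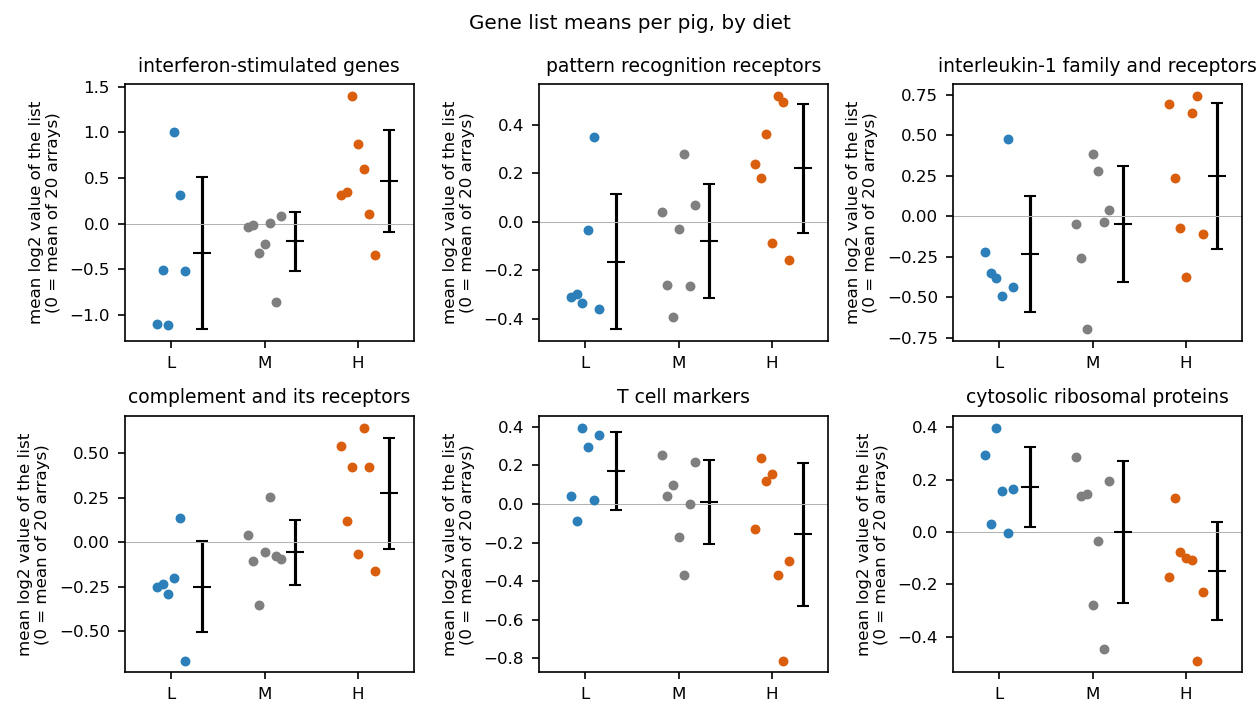
Mean log2 value of the genes of 6 lists in each animal, as the difference from the mean of all 20 arrays, for the L (n = 6), M (n = 7) and H (n = 7) groups. Points are animals, the horizontal bar is the group mean and the error bar its SD. For pattern recognition receptors the mean was -0.16 ± 0.28 in L and 0.22 ± 0.27 in H, with 3 of 7 H animals above every L animal.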

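Genes that define T helper lineages went both ways, with 10 of 20 above 0 and 10 below (median log2 fold change -0.01). The list did not pass in camera (adjusted p = 0.295), none of its genes was called, and adjusted over the list alone 1 was higher, IL4R. STAT3, which transmits signals of IL-6 and IL-23 in these cells, had 0.31 (SE 0.13). T cell markers were lower in H, with 17 of 18 below 0 (median -0.35, camera adjusted p = 2.0e-06, adjusted p = 0.263 with an estimated correlation), and none of them was called, nor adjusted over the list alone. CD247, the zeta chain of the T cell receptor complex, had -0.56 (SE 0.20) and CD3G, its gamma chain, -0.51 (SE 0.21). Per animal the mean of these markers was 0.17 ± 0.20 in the L group (SD, n = 6) and -0.16 ± 0.37 in the H group (SD, n = 7), a difference that did not pass an exact permutation test (two-sided, p = 0.0769).
Of the genes Table 2 gives, 12 of 13 for Th1 and Th2 activation (median 0.62), 7 of 7 for T helper cell differentiation (median 0.63) and 8 of 9 for the Th1 pathway (median 0.62) lay above 0, and CD247 was the one below in the first and the last of these lists. Adjusted over the list alone 11, 6 and 7 were higher and 1, 0 and 1 lower. These lists were chosen by the study on these animals, so this is not independent evidence. TGFBR1, a receptor of TGF-β, had 0.58 (SE 0.16).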

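Genes of phagocytosis and of the NADPH oxidase, which makes the oxidative burst of phagocytes, were higher in H, with 15 of 20 above 0 (median log2 fold change 0.18, camera adjusted p = 0.000163, adjusted p = 0.263 with an estimated correlation). ITGAM, the CD11b chain of the complement receptor on myeloid cells, had 0.59 (SE 0.16) and was the only gene past the threshold adjusted over the list alone. With the neutrophil and monocyte marker scores as covariates the list had an adjusted p of 0.176, and it shares CYBB with the monocyte markers. NCF1, a subunit of the oxidase, had 0.80 (SE 0.28). Monocyte markers were higher, with 9 of 10 above 0 (median 0.48, camera adjusted p = 4.1e-05, adjusted p = 0.260 with an estimated correlation). VCAN, a proteoglycan of classical monocytes, had 0.83 (SE 0.23) and was the only one past the threshold adjusted over the list alone, and FCN1, a secreted lectin of monocytes, had 0.65 (SE 0.24).
Neutrophil markers were higher as well, with 12 of 13 above 0 (median 0.62, camera adjusted p = 4.3e-07, adjusted p = 0.263 with an estimated correlation) and 3 past the threshold adjusted over the list alone. Of these markers 4, CSF3R, CXCR2, IL1R2 and TREM1, are in the study's tables, so the median of 0.62 is partly not independent. The 15 neutrophil markers and granule proteins outside these tables had a median of 0.321. Of the granule proteins of neutrophils, 5 of 6 lay above 0 (median 0.16), and this list did not pass (camera adjusted p = 0.188). BPI, which kills Gram-negative bacteria, had 0.19 (SE 0.15) and PGLYRP1 -0.21 (SE 0.20). None of the genes of these 4 lists was called over all genes. Of the genes Table 2 gives, 5 of 6 for Fcγ receptor mediated phagocytosis (median 0.38) and 10 of 10 for granulocyte adhesion and diapedesis (median 0.94) lay above 0, with 4 and 8 higher adjusted over the list alone, in lists the study chose on these animals and which are thus not independent evidence. PTK2B, a kinase of adhesion signalling, had 0.39 (SE 0.14).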

Besides the prominence of immune pathways, genes exhibiting altered mRNA abundances were associated with pathways related to signal transduction, biosynthesis, P metabolism and gene expression machinery (“LXR/RXR activation”, “triacylglycerol biosynthesis”, “CDP-diacylglycerol biosynthesis I”, “phosphatidylglycerol biosynthesis II”, “3-phosphoinositide biosynthesis”, “d-myo-inositol (1,4,5,6)-tetrakisphosphate biosynthesis”, “d-myo-inositol (3,4,5,6)-tetrakisphosphate biosynthesis”, “superpathway of inositol phosphate compounds”, and “EIF2 signaling”). Moreover, “p38 MAPK signaling”, “PPAR signaling”, “TREM1 signaling”, “interferon signaling”, “RhoA signaling”, and “iNOS signaling” differed in L and H animals. However, the prominence of immune-related pathways is moderated by the fact that only 4.3% of enriched GO-terms mapped to “immune system process” (Figure 4B).

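Of the genes Table 2 gives for LXR/RXR activation, 11 of 12 had a log2 fold change above 0 (median 0.93), and ABCA1, a target gene of these receptors, was the called one. For the related list of inhibition of RXR function by LPS and IL-1, 13 of 14 lay above 0 (median 0.90), with ABCA1 again the called gene. The genes for triacylglycerol biosynthesis and for CDP-diacylglycerol biosynthesis I lay above 0 in 4 of 4 each (median 0.54 for both). DGAT2, which makes triacylglycerol from diacylglycerol, had 1.29 (SE 0.42), CDS1, which makes CDP-diacylglycerol from phosphatidic acid, 0.88 (SE 0.22) and LPCAT2, an acyltransferase of lysophospholipids, 0.52 (SE 0.18). For the superpathway of inositol phosphate compounds 7 of 9 lay above 0 (median 0.47), among them TNS3, a focal adhesion protein, with 0.54 (SE 0.14), and PIK3C2A, a class II phosphoinositide kinase, with 0.44 (SE 0.14).
Adjusted over the list alone, 7, 10, 3, 3 and 4 genes of these 5 lists were higher and 0, 1, 0, 0 and 1 lower. The study chose the lists on these animals, so the counts are not independent evidence. The genes GPAT3, PLPP3 and PIP5K1B, also given there, have no probe set under these names and were not analysed here.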

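Interferon-stimulated genes were higher in H animals. Of 30 measured genes 29 had a log2 fold change above 0, with a median of 0.79, and 12 were past an unadjusted p under 0.01. Next to OAS1, IFIT2 had 1.44 (SE 0.35) and IFIT3 1.29 (SE 0.34), and EIF2AK2, the kinase PKR that halts translation upon double-stranded RNA, had 0.79 (SE 0.24). None was called over all genes, and 17 were higher adjusted over the list alone. Members such as OAS1 and IFIT3 are also in Table 2, whose genes the study chose on these animals. The list passed in camera with an adjusted p of 1.8e-19, and adjusted p = 0.260 with an estimated correlation. Its mean per animal was -0.32 ± 0.84 in the L group (SD, n = 6) and 0.47 ± 0.56 in the H group (SD, n = 7), with an exact permutation p of 0.0659 (two-sided).
Of the genes Table 2 gives, 4 of 4 for interferon signaling (median 0.96), 9 of 9 for p38 MAPK signaling (median 0.67), 5 of 5 for TREM1 signaling (median 0.58), 6 of 7 for RhoA signaling (median 0.38) and 5 of 5 for iNOS signaling (median 0.58) lay above 0. Adjusted over the list alone 4, 7, 3, 4 and 4 genes were higher and none was lower, in lists chosen by the study on these animals, which is not independent evidence. None of these genes was called. Monocyte and neutrophil markers were higher in the same animals (median 0.48 and 0.62). With the scores of these markers as covariates the median of the interferon-stimulated genes was 0.57 (camera adjusted p = 8.6e-12). With these scores no test with an estimated correlation was run, which the list did not pass without them.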

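Of the 38 gene lists, 24 passed in camera, 13 higher and 11 lower in H. The smallest adjusted p was that of cytosolic ribosomal proteins, a list of lower genes (1.5e-20), followed by interferon-stimulated genes (1.8e-19) and the subunits of oxidative phosphorylation (8.2e-11). None of the 24 passed with an estimated correlation, where the smallest was adjusted p = 0.260, and none with fry, which tests whether the genes of a list move on balance one way (smallest adjusted p = 0.173). With the neutrophil and monocyte marker scores as covariates 12 lists passed, 2 higher and 10 lower. Most of the higher lists that passed without these scores, such as pattern recognition receptors, did not then, and the ribosomal and respiratory lists did. The runs with scores used camera alone, without a test with an estimated correlation. They therefore do not show that a list differs beyond the cell markers. Of the 10 measured monocyte markers 6 are also in another list, so part of the loss among higher lists is built in.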

Table 3 displays genes showing the greatest significant differences in mRNA abundances between L and H. Here, transcripts such as C3AR1 (Complement C3a Receptor 1) and PLPP3 (phospholipid phosphatase 3) are of note known to be involved in P/Ca homoeostasis.

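C3AR1, the receptor of the complement fragment C3a, had a log2 fold change of 1.63 (SE 0.44), or 3.10-fold. Its mean was 7.58 ± 1.22 in the L (SD, n = 6), 8.27 ± 0.84 in the M (SD, n = 7) and 9.18 ± 0.56 in the H group (SD, n = 7), and 1 of 7 H animals lay above every L animal (exact permutation test, two-sided, p = 0.0146). It was called without L replicate 13 (log2 fold change 2.02) and without H replicate 18, and had 0.90 with the neutrophil and monocyte marker scores as covariates. Complement genes were higher as a list, with 11 of 13 above 0 (median 0.44, camera adjusted p = 4.3e-07, adjusted p = 0.260 with an estimated correlation). None was called, and 6 were higher adjusted over the list alone, among them CFP, properdin, which stabilizes the alternative pathway convertase, with 0.63 (SE 0.16). Monocyte markers moved the same way (median 0.48), and with the neutrophil and monocyte marker scores as covariates the median of the complement genes was 0.17 (camera adjusted p = 0.0358). No test with an estimated correlation was run with these scores. FCN1 and C1QA belong to both the complement genes and the monocyte markers. PLPP3 has no probe set under this name and was not analysed here.
Genes of P and Ca homoeostasis as a list did not pass (19 genes, median 0.04, camera adjusted p = 0.205), nor did store-operated calcium entry and calcineurin (25 genes, median -0.01, camera adjusted p = 0.813). None of them was called, nor adjusted over the list alone. SLC8A1, a sodium-calcium exchanger, had 0.76 (SE 0.24), VDR, the vitamin D receptor, 0.45 (SE 0.17), ATP2B1, a calcium pump of the plasma membrane, 0.17 (SE 0.12) and PPP3CA, the catalytic subunit of calcineurin, 0.20 (SE 0.17). Of the 10 genes of Table 3, 8 had a probe set that was kept, and none of these was called.

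**Figure D3:**
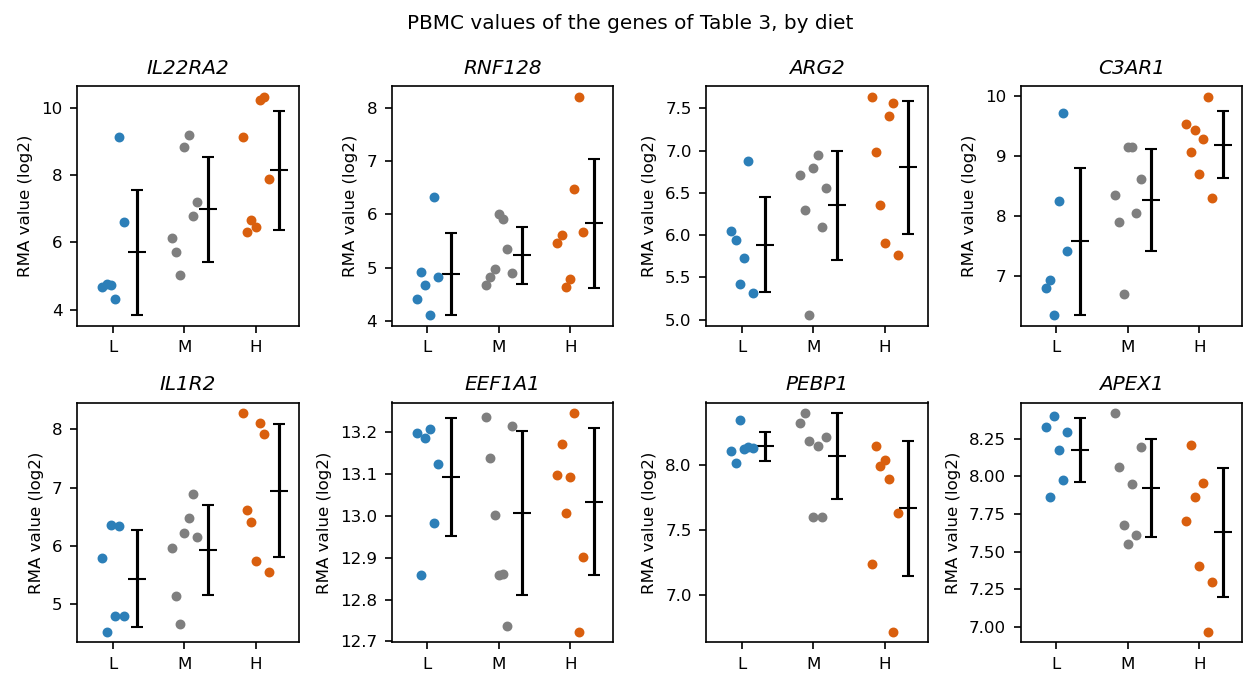
RMA values (log2) of the 8 measured genes of Table 3 in each animal of the L (n = 6), M (n = 7) and H (n = 7) groups, for the probe set of highest mean. Points are animals, the horizontal bar is the group mean and the error bar its SD, and each panel has its own axis, which does not start at 0. The groups overlap in all 8 panels.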

## 4. Discussion

A sufficient supply of minerals such as P and Ca is essential for animal health and welfare. This study examined the effects of diets with variable P and Ca levels but constant Ca:P ratio on transcriptomic and phenotypic variation in growing pigs. Furthermore, this study emphasizes the interactions of bone tissue and immunocompetent cells.

The two most striking diet-dependent differences in this study were the significant reductions of BWG and DFI in the H group starting around day 42 of life. This is consistent with other studies indicating there is an optimal quantity of dietary P and Ca content for growth [27,28]. Since P is necessary for muscle growth and bone formation, pigs preferentially develop muscle and bone during the first growth phase instead of forming fat [29]. The reduced DFI resulted in decreased weight gain and subsequently a reduced protein intake in the H-group animals on day 49 and day 63. An impact on bone growth by reducing the availability of proteins prior to bone mineralization is conceivable, as has been shown in humans challenged with protein deficiency [30]. However, only long-term impairment was observed in pigs after protein deficiency [31]. Accordingly, no differences in the cortical structure (TMD, Table 1) or femur length [17] were observed in this study. Nevertheless, findings on the difference in DFI caused by the amount of available P in the diet are controversial. In studies on piglets weighing 15 to 30 kg, a difference in DFI was confirmed [27,32]. There seems to be an optimum range of P content that should not be undercut or exceeded to reach a maximum DFI [27]. Yet, there is also no observed connection between P content and DFI [33,34]. It is conceivable that the DFI in H-group animals is lowered due to a decrease in the palatability of their diet [35]. However, the diets used in this study did not have a significant influence on Ca and P serum levels [17]. Indeed, due to the release of Ca from bone storage mediated by PTH and a regulation of Ca resorption mediated by calcitriol, the serum Ca level is only subject to minor fluctuations. 

Despite the fact that the performance characteristics of H-group animals differed significantly from those of the other groups, endogenous regulatory processes controlling mineral homeostasis likely prevented impairment in TMD, SMI, and TbTh in these animals. However, femurs from L group animals had significantly lower BMD, BV/TV, and fracture load but increased TbSp and maximum deflection compared to these parameters in H fed animals. In accordance with these results, it was found that a Ca deficit reduces the BV/TV ratio but does not influence the TbTh of 32-day-old piglets [8]. Liesegang et al., show that a reduction in the dietary P level has a negative effect on BMD [3]. In this context, BW and BMD appear as independent traits, as the H and M groups differ in growth performance but not in their respective bone characteristics. This observation is consistent with a previous report where the trabecular architecture was not directly related to the weight of the animals [2]. Interestingly, diets with variable mineral intake and constant (this study) or variable [6] Ca:P ratio altered structures primarily in the spongiosa but not in the corticalis. In fact, the dietary responsiveness of the spongiosa was demonstrated in an earlier study examining dietary Ca or P restriction [3,36]. It is unclear whether these effects result from decreased bone formation or increased mineral resorption from bones. For all three experimental dietary groups, adaptive endocrine responses were observed at the level of calcitriol (decreasing levels seen with a shift from low to high Ca and digestible P diets) and PTH (increasing levels from low to high Ca and digestible P diets) [17].

A high intake of dietary P leads to more secretion of FGF23, which in turn reduces calcitriol levels [37]. Excess FGF23 leads to reduced bone mineralization, a possible explanation for the differences in the bone parameter measurements seen previously for an H group [38]. The mechanism by which P influences bone mineralization via FGF23 is unknown [37]. For bone formation, sufficient P is required to prevent a growth delay during the growth phase or the inadequate formation of hydroxyapatite [37]. In H-group pigs, bone formation by osteoblasts could be increased or bone resorption by osteoclasts could be reduced. At the very least, the balance of formation and resorption differs in the H and L groups.

The PBMC fraction represents a diverse cell population including monocytes, NK cells, and dendritic cells that are part of the innate immune system as well as components of the adaptive immune system (B- and T-lymphocytes) [39]. Osteoclasts are monocyte-derived cells and cell types from the fraction of PBMCs are potentially involved in the regulation of bone turnover; therefore, it is meaningful to measure the expression of genes in PBMCs, which can serve as a surrogate tissue [15,40,41]. 

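IL22RA2, the soluble receptor that neutralizes IL-22, had the highest log2 fold change of the genes given in Table 3, 2.49 (SE 0.85). Its mean was 5.70 ± 1.86 in the L (SD, n = 6), 6.98 ± 1.56 in the M (SD, n = 7) and 8.14 ± 1.77 in the H group (SD, n = 7; exact permutation test of H against L, two-sided, p = 0.0385). IL1R2, the decoy receptor of IL-1, had 1.52 (SE 0.47; exact permutation p = 0.0245), with 5 of 7 H animals above every L animal. RNF128, the E3 ligase GRAIL that holds T cells anergic, had 0.97 (SE 0.44; exact permutation p = 0.117), with 2 of 7 H animals above every L animal. For ARG2, the mitochondrial arginase, 5 probe sets were kept, with log2 fold changes from 0.22 to 1.74. The probe set of highest mean had 0.93 (SE 0.34; exact permutation p = 0.0425) and the one of largest change 1.74 (SE 0.40; exact permutation p = 0.00524). The q of these genes lay between 0.426 and 0.514 with limma, so none was called. In L replicate 13 IL22RA2 was 9.13, against 4.32 to 6.59 in the other L animals, and without this animal its log2 fold change was 3.12, or 8.68-fold instead of 5.60-fold, and called. IL1R2 was called without L replicate 13 (1.69) and without H replicate 18. With the neutrophil and monocyte marker scores as covariates the log2 fold changes of IL22RA2, IL1R2, RNF128 and ARG2 were 1.26, 0.51, 0.55 and 0.15. The neutrophil score includes IL1R2 itself, so the lower value of IL1R2 is partly built in. With array weights IL22RA2, ARG2, C3AR1 and IL1R2 were called and RNF128 was not, and IL1R2 is also among the neutrophil markers, whose median was 0.62.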

The five transcripts with the highest positive FC (IL22RA2, RNF128, ARG2, C3AR1, IL1R2) derived from comparison of the PBMC expression pattern between animals in the L- and H-fed groups are all involved in immune response regulation, including inflammation and T-helper cell function, and in signaling processes [42,43]. Their expression patterns might modify the balance between bone formation and bone resorption. Specifically, T-cells are thought to be involved in bone remodeling processes [41]. In this context, the expression of C3AR in activated T-lymphocytes links the complement system with the adaptive immune system in a manner dependent on T-lymphocytes [44]. The influence of C3AR1 on bone cell performance may indicate a modification of bone remodeling favoring osteoclast formation and the inflammatory response of osteoblasts directed by calcitriol and by involvement of the complement system and IL1β [45]. In addition, IL1R2 might affect osteoclastogenesis via the putative effects of IL1 on the expression of M-CSF by marrow stromal cells [46]. Perhaps this decoy receptor (IL1R2) acts via some mechanism to counteract excessive weakening of bone structure and for the parallel maintenance of P and Ca homeostasis. Also, three of the five transcripts with the highest negative FC (SPTSSA, PLPP3, EEF1A1) showed involvement in the regulation of inflammation and T-cell function [47,48,49,50,51]. 

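EEF1A1, the elongation factor that brings aminoacyl-tRNA to the ribosome, had a log2 fold change of -0.06 (SE 0.11; exact permutation test, two-sided, p = 0.529) by its kept probe set. Its mean was 13.1 ± 0.14 in the L (SD, n = 6) and 13.0 ± 0.18 in the H group (SD, n = 7). A dimmer probe set that the filter removed had -0.32 (SE 0.15; exact permutation p = 0.0455). SPTSSA, a small subunit of serine palmitoyltransferase, and PLPP3 have no probe set under these names and were not analysed here. Of the other genes on this side of Table 3, PEBP1, a phosphatidylethanolamine-binding protein, had -0.50 (SE 0.18; exact permutation p = 0.0332), and APEX1, an endonuclease of base excision repair, had -0.56 (SE 0.18; exact permutation p = 0.0169) and -0.69 (SE 0.21; exact permutation p = 0.00408) by its 2 probe sets. None of these was called.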

Their involvement in inflammatory processes and the modification of Th1-specific expression by these genes could influence bone remodeling. Downregulation of pro-osteoblastic activity via the Wnt pathway by PLPP3 potentially leads to reduced bone formation and supports the results of reduced bone parameters in the L group [49]. 

Transcripts differentially expressed in the H and L groups were assigned to gene ontology terms, primarily cellular and metabolic processes, with only 4.3% being related to immune system processes. However, GO-terms like “response to stimulus” and “immune system process” indicate an active immune response contributes to the observed transcriptional differences. Pathways involved in the modulation of the humoral and cellular immunity and the differentiation and functions of T-cells were affected by dietary treatment. 

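In camera the markers of T cells and B cells were lower in H animals, and those of monocytes and neutrophils higher. None of these lists passed with an estimated correlation. B cell markers had 11 of 12 genes below 0 (median log2 fold change -0.29, camera adjusted p = 0.0117, adjusted p = 0.519 with an estimated correlation), among them CD79B, a signalling chain of the B cell receptor, with -0.77 (SE 0.34), and CD22, an inhibitory receptor of B cells, with -0.39 (SE 0.21). The list did not pass without L replicate 15 (median -0.14, adjusted p = 0.136), H replicate 3 (-0.25, 0.0533), H replicate 7 (-0.24, 0.0569) or H replicate 17 (-0.15, 0.0923). All 12 genes of MHC class II antigen presentation lay below 0 (median -0.25, camera adjusted p = 0.00234, adjusted p = 0.388 with an estimated correlation), among them SLA-DQA1 with -0.65 (SE 0.26) and SLA-DRA with -0.55 (SE 0.24), chains of the swine class II molecules. Markers of NK and cytotoxic cells did not pass (14 genes, median -0.17, camera adjusted p = 0.0886) except without L replicate 6 (median -0.33, adjusted p = 0.0488), H replicate 7 (-0.24, 0.0497) or H replicate 11 (-0.40, 0.00123), with CST7, an inhibitor of cathepsins, at -0.49 (SE 0.26) and GZMH, a granzyme, at -0.41 (SE 0.24). None of the genes of these 3 lists was called, nor adjusted over the list alone.
With the neutrophil and monocyte marker scores as covariates T cell markers passed in camera (median -0.17, adjusted p = 0.0218), and B cell markers (median 0.01, adjusted p = 0.827), MHC class II genes (median -0.21, adjusted p = 0.0763) and NK markers (median 0.16, adjusted p = 0.332) did not. No test with an estimated correlation was run with these scores.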

Serum Zn levels were significantly lower only in animals of the H group, indicating interactions between low dietary Zn and high Ca supplementation. In fact, the ratio of Ca and Zn in the feed and the formation of complexes of dietary phytate with Zn and Ca can ultimately reduce net Zn absorption and increase Zn requirements [52,53]. Though dietary Zn levels of 36.9–39.1 mg/kg DM (Table S1) meet standard requirements, interactions between dietary Ca and Zn led to reduced Zn serum levels [54]. The reduced DFI leads to a reduced Zn intake in the H group in week 5 only. However, reduced DFI did not result in different net Zn intake (g intake/day and kg BW) between the groups L and H (Table S3). Indeed, Zn levels modulate different aspects of the immune system. Consequently, the combination of moderate dietary Zn and high dietary Ca might contribute to the observed shifts in immune pathways and ultimately affect health and cause parakeratosis [55].

The induction of the NF-κB pathway is a key sign of inflammation leading to further proinflammatory processes like cytokine expression, which is a basic requirement for T helper cell differentiation and activation [56]. The mitogenesis of T cells, which induce the expression of VDR after activation, is inhibited by calcitriol via the MAPK pathway [57]. This indicates a possible connection between the increased immune response and lower calcitriol level in the H group [17]. 

Other functional groups influenced by differentially abundant genes were phospholipid synthesis and signaling pathways. 

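Enzymes of glycerolipid and phospholipid synthesis were higher in H as a list, with 23 of 39 above 0 (median log2 fold change 0.06, mean 0.13, camera adjusted p = 0.0203, adjusted p = 0.279 with an estimated correlation). None was called, and adjusted over the list alone CDS1 was the single one past the threshold. It lay at 4.76 ± 0.41 in the L (SD, n = 6), 5.48 ± 0.29 in the M (SD, n = 7) and 5.62 ± 0.56 in the H group (SD, n = 7). Enzymes of phosphoinositides and inositol phosphates, by contrast, did not pass (63 genes, 33 above and 30 below 0, median 0.01, camera adjusted p = 0.309), and none was past the threshold adjusted over the list alone. PIP5K1A, a kinase of phosphatidylinositol phosphate, had -0.54 (SE 0.22). Enzymes of sphingolipid synthesis did not pass either (16 genes, median 0.06, camera adjusted p = 0.362), none of them past the threshold adjusted over the list alone. COL4A3BP, the ceramide transfer protein, had 0.48 (SE 0.17) and ORMDL2, a regulator of serine palmitoyltransferase, -0.38 (SE 0.16). With the neutrophil and monocyte marker scores as covariates the adjusted p of the glycerolipid list was 0.612, and it was 0.0701 without L replicate 10 and 0.0571 without L replicate 15.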

The involvement of the “Superpathway of Inositol Phosphate Compounds” could indicate regulation of P metabolism is related to phospholipid synthesis and cell proliferation [58,59]. The “TREM1 Signaling” pathway leads to a proinflammatory response and the activation of the “p38 MAPK Signaling” pathway, which is connected to the “Interferon Signaling” pathway in immune responses [60,61]. The activation of TREM1 is triggered by NF-κB and leads to the production of proinflammatory cytokines [62]. Immune response and differentiation as well as transcription and translation are regulated in part by the “Interferon Signaling”-pathway [60]. The “iNOS signaling” pathway and the induction of NO production have several effects. From an immunological perspective, these phenomena play a cytotoxic role in the nonspecific immune response against pathogens and facilitate the influx of inflammatory cells into tissues [62]. Furthermore, NO regulates the immune response by inhibiting T and B cell proliferation and influencing T cell responses, the up- and downregulation of cytokines/chemokines/growth factors, and the modulation of signal cascades (MAPK) or transcription factors (NF-κB) [62]. Regarding nutrient homeostasis, the interaction of NO with metallothionein leads to a release of Zn [63]. Other signaling pathways like “EIF2 Signaling”, “PPAR signaling” or “RhoA signaling” are involved in the initiation or regulation of transcription or mRNA translation, thus participating in protein biosynthesis [64,65,66,67]. PPAR is interconnected with the functions of RXR and LXR in lipid metabolism. The PPAR/RXR heterodimer regulates the degradation of lipids and LXR regulates lipid synthesis [66]. “EIF2 Signaling”, “PPAR Signaling” and “LXR/RXR Activation” had negative *z*-scores, indicating inactivation of these pathways in the H group. This could reflect secondary effects due to the lower growth rate of animals in the H group.

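Ribosomal protein genes were lower in H animals. Of 54 cytosolic ribosomal proteins 53 had a log2 fold change below 0, with a median of -0.33, and 10 were past an unadjusted p under 0.01. RPS7, of the small subunit, had -0.60 (SE 0.17), RPL12, of the large subunit, -0.46 (SE 0.15) and RPL19 -0.51 (SE 0.12), a name that many probe sets of the array carry, which makes this value unreliable. None was called over all genes, and 10 were lower adjusted over the list alone. Members such as RPL12 and RPS19 are also in Table 2, whose genes the study chose on these animals. The list passed in camera with an adjusted p of 1.5e-20, and adjusted p = 0.260 with an estimated correlation. Its mean per animal was 0.17 ± 0.15 in the L group (SD, n = 6) and -0.15 ± 0.19 in the H group (SD, n = 7), with an exact permutation p of 0.00641 (two-sided; 0.210 adjusted over the 38 lists). T cell, B cell and erythroid markers were lower in the same animals (median -0.35, -0.29 and -0.51), and no score of these markers was used as a covariate. With the neutrophil and monocyte marker scores as covariates the median of the ribosomal list was -0.30 (camera adjusted p = 2.4e-17), and no test with an estimated correlation was run with these scores.
Of 50 genes in the list of translation factors 41 lay below 0 (median -0.12, camera adjusted p = 0.00082, adjusted p = 0.454 with an estimated correlation), among them EIF3K, a subunit of initiation factor 3, with -0.42 (SE 0.14), and none was past the threshold adjusted over the list alone. Taken by gene symbol, the list also holds the kinase EIF2AK2, which went the other way with 0.79 (SE 0.24). Of the genes Table 2 gives for EIF2 signaling, 8 of 11 lay below 0 (median -0.38), and of those for PPAR signaling 7 of 7 lay above 0 (median 1.17). None of these was called, and adjusted over the list alone 2 and 5 were higher and 8 and 0 lower, in lists the study chose on these animals, which is not independent evidence. The direction of these genes is not a z-score and does not give the sign of one.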

## 5. Conclusions

Compared to animals on a medium or low Ca and P diet, piglets on a high Ca and P diet exhibited reductions in growth performance and health status. However, a ~30% reduction in dietary P levels led to consecutive adaptations in bone. Reduced P uptake had an effect on the trabecular tissue as indicated by a higher TbSp and lower TbN, likely influencing bone stability. An increase in the dietary P content had no positive effect on bones or overall pig performance. In fact, transcriptional changes in PBMC indicate a possible negative effect of high dietary P. A comparison of gene expression in the L and H groups revealed very prominent changes in transcription, many related to immune response and signalling processes involved in growth. 

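Genes of proliferating cells were lower in H, with 23 of 24 below 0 (median log2 fold change -0.24, camera adjusted p = 2.2e-05, adjusted p = 0.302 with an estimated correlation). None was called over all genes, and 2 were lower adjusted over the list alone, BIRC5 and UBE2C. T cell markers were lower in the same animals (median -0.35). As a trend with dietary P over the 3 diets (0.56, 0.84 and 1.02% of dry matter) no probe set was called with limma, with 392 past an unadjusted p under 0.01 and 1767 past an unadjusted p under 0.05. With array weights the trend called 735. For a difference between the sexes in H against L no probe set was called with limma, with 166 past an unadjusted p under 0.01 and 1134 past an unadjusted p under 0.05.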

A more detailed temporal-spatial dissection of the effects of increased dietary P and Ca contents under varying dietary mineral supplies is warranted.

## Figures and Tables

**Figure 1:**
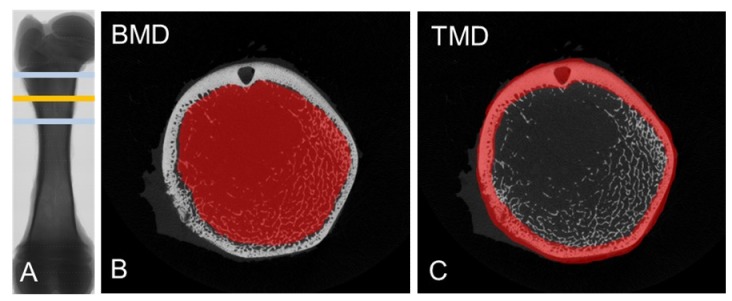
Representative images obtained from micro-CT analyses of porcine femurs. (**A**). The volume of interest (VOI) was set distal to the hip joint at 30% of the total femur length (yellow line) and covered 800 slices (light blue lines). (**B**). Region of interest (ROI) (red) represents the trabecular bone for measurements of bone mineral density (BMD). (**C**). ROI (red) to approximate the tissue mineral density (TMD) in cortical bone.

**Figure 2:**
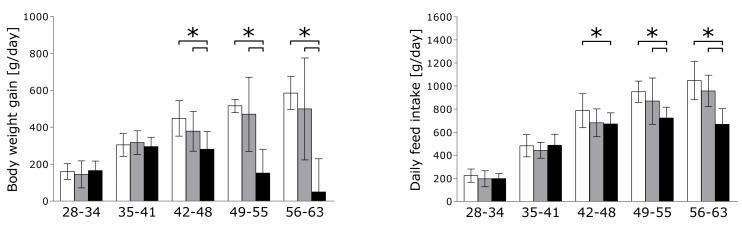
Daily weight gain and feed intake of piglets fed variable dietary amounts of P and Ca. Data refer to the weekly means of body weight gain and feed intake throughout the feeding trial (details are displayed in Table S2). Low P diet (white bars); Medium (recommended) P diet (gray bars); High P diet (black bars); * *p* < 0.05.

**Figure 3:**
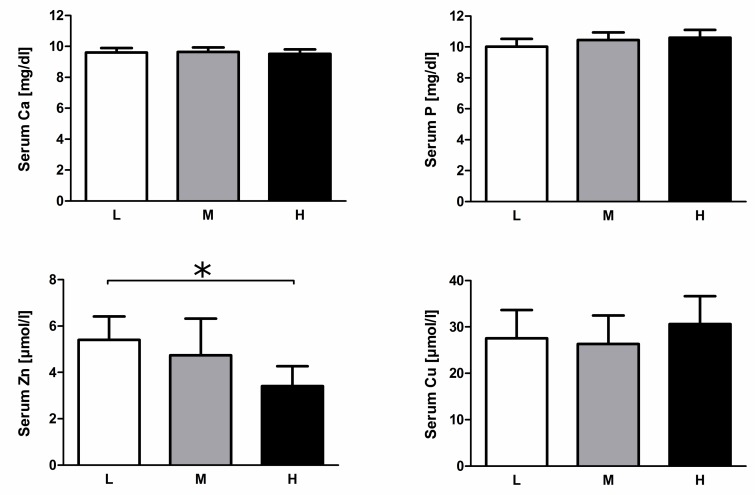
Serum inorganic P, Ca, Zn, and Cu levels of pigs fed variable dietary amounts of P and Ca. Values for serum inorganic P and Ca were obtained previously [17]. L—Low P diet; M—Medium (recommended) P diet; H—High P diet; * *p* < 0.05.

**Figure 4:**
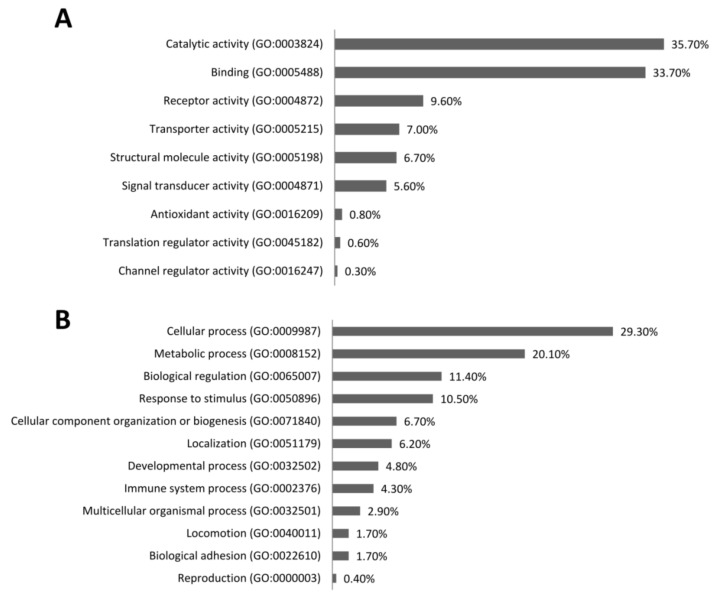
Gene Ontology (GO)-terms. Results refer to genes differentially expressed in animals fed the L and H diets. The analysis shows significantly enriched terms for (**A**) molecular functions and (**B**) biological processes.

**Table 1:** Densiometric and morphometric characteristics of femurs excised from 64-day-old piglets fed variable dietary amounts of P and Ca.

		L		M		H	
Item	Unit	Mean	SD	Mean	SD	Mean	SD
Tissue mineral density (TMD)	g/mm^3^	1.06	0.03	1.07	0.04	1.10	0.02
Bone mineral density (BMD)	g/mm^3^	0.08 ^a^	0.02	0.16 ^b^	0.03	0.15 ^b^	0.04
Bone volume/Total volume (BV/TV)	%	16.68 ^a^	3.69	25.31 ^b^	6.05	23.80 ^b^	5.22
Structural model index (SMI)		1.09	0.19	1.20	0.73	1.23	0.49
Trabecular number (TbN)	1/mm	0.94 ^a^	0.19	1.39 ^b^	0.21	1.23 ^a,b^	0.49
Trabecular separation (TbSp)	mm	3.44 ^b^	1.87	0.95 ^a^	0.51	1.13 ^a^	1.03
Trabecular thickness (TbTh)	mm	0.18	0.01	0.18	0.02	0.31	0.33
Fracture load	N	764.9 ^a^	110.9	999.9 ^b^	153.2	920.4 ^b^	208.2
Maximum deflection	mm	6.5 ^b^	2.0	4.6 ^a^	1.1	4.1 ^a^	0.7

^a,b^ Indicate significant differences between groups (*p* < 0.05). L—Low P diet; M—Medium P diet; H—High P diet; SD—Standard Deviation.

**Table 2:** Excerpt of pathways altered in PBMC of piglets fed diets with low and high amounts of P and Ca. Pathways were selected for affiliation with immune response, biosynthesis, and signaling. A full list of pathways is displayed in Table S4.

Pathway Name	*z*-Score	Responsive Transcripts
**Biosynthesis**		
Superpathway of Inositol Phosphate Compounds *	-	*ACP1, DUSP2, IPMK, PIK3C2A, PIP5K1B, PPP1R12A, PTEN, PTPN12, SET, SOCS3, TNS3*
EIF2 Signaling *	1.13	*ATF3, EIF3K, PIK3C2A, RPL12, RPL7, RPL24, RPL34, RPS8, RPS19, RPS26, RPSA, SOS2*
CDP-diacylglycerol Biosynthesis I †	-	*CDS1, GPAT3, GPAT4, LPCAT2, MBOAT7*
Triacylglycerol Biosynthesis †	-	*DGAT2, GPAT3, GPAT4, LPCAT2, MBOAT7, PLPP3*
Interferon Signaling *	2.00	*IFIT3, IFNGR1, JAK2, OAS1*
**Immune Response**		
IL-10 Signaling ‡	-	*ARG2, CCR1, HMOX1, IL1A, IL1R2, IL1RAP, IL4R, IL18, IL18RAP, SOCS3*
IL-6 Signaling ‡	2.89	*CSNK2A1, IL1A, IL1R2, IL1RAP, IL6R, IL18, IL18RAP, JAK2, PIK3C2A, SOCS3, SOS2, TNFRSF1A*
Acute Phase Response Signaling ‡	2.11	*C4BPA, F8, HMOX1, IL1A, IL1RAP, IL6R, IL18, JAK2, RIPK1, SOCS3, SOD2, SOS2, TNFRSF1A*
NF-κB Signaling †	3.05	*BMPR2, CSNK2A1, IL1A, IL1R2, IL18, IRAK4, PIK3C2A, RIPK1, TGFA, TGFBR1, TLR4, TNFRSF1A, TNFSF13B*
Th1 and Th2 Activation Pathway †	-	*BMPR2, CCR1, CD247, CD274, IFNGR1, IL4R, IL6R, IL18, JAK2, NOTCH2, PIK3C2A, SOCS3, TGFBR1*
T Helper Cell Differentiation †	-	*BCL6, IFNGR1, IL4R, IL6R, IL18, TGFBR1, TNFRSF1A*
Th1 Pathway *	1.41	*CD247, CD274, IFNGR1, IL6R, IL18, JAK2, NOTCH2, PIK3C2A, SOCS3*
Fcγ Receptor mediated Phagocytosis in Macrophages and Monocytes †	2.12	*ARPC2, FGR, GAB2, HCK, HMOX1, NCF1, PTEN, PTK2B*
Granulocyte Adhesion and Diapedesis †	-	*CCL14, CSF3R, CXCR2, IL1A, IL1R2, IL1RAP, IL18, IL18RAP, ITGAM, SELL, TNFRSF1A*
Role of Pattern Recognition Receptors in Recognition of Bacteria and Viruses *	2.00	*C3AR1, DDX58, IL1A, IL18, NOD1, OAS1, PIK3C2A, TLR4*
LXR/RXR Activation ‡	2.53	*ABCA1, ARG2, FDFT1, IL1A, IL1R2, IL1RAP, IL18, IL18RAP, LY96, MYLIP, TLR4, TNFRSF1A*
LPS/IL-1 Mediated Inhibition of RXR Function †	1.89	*ABCA1, ACSL1, ACSL4, ALDH1L2, GSTM3, IL1A, IL1R2, IL1RAP, IL18, IL18RAP, LY96, RARA, TLR4, TNFRSF1A*
PPAR Signaling *	2.65	*IL1A, IL1R2, IL1RAP, IL18, IL18RAP, SOS2, TNFRSF1A*
**Signaling**		
RhoA Signaling *	0.38	*ABL2, ARHGAP6, ARPC2, LIMK2, LPAR6, PIP5K1B, PPP1R12A, PTK2B*
p38 MAPK Signaling †	2.83	*IL1A, IL1R2, IL1RAP, IL18, IL18RAP, IRAK4, RPS6KA3, TGFBR1, TNFRSF1A*
TREM1 Signaling *	2.45	*CASP5, IL18, JAK2, NOD1, TLR4, TREM1*
iNOS Signaling *	2.24	*IFNGR1, IRAK4, JAK2, LY96, TLR4*

The significance of association between the data set and pathway: * *p* < 0.05; † *p* < 0.01; ‡ *p* < 0.001. Positive and negative *z*-scores suggest activation or inhibition, respectively. Missing *z*-scores have not been calculated due to lack of database information. Gene symbols in bold font: H > L; gene symbols in normal font: H < L. EIF—Eukaryotic initiation factor, CDP—Cytidine diphosphate, IL—Interleukin, NF-κB—Nuclear factor κB, Th—T helper cell, LXR—Liver X receptor, RXR—Retinoid X receptor, LPS—Lipopolysaccharide, PPAR—Peroxisome proliferator-activated receptors, RhoA—Ras homolog gene family, member A, MAPK—Mitogen-activated protein kinase, TREM1—Triggering receptor expressed on myeloid cells 1, iNOS—Inducible nitric oxide synthase.

**Table 3:** Transcripts showing the highest differences in mRNA abundance between animals fed the L and H diets.

Gene Symbol	FC ^1^	*p* Value	*q* Value	Function
*IL22RA2*	5.95	<0.001	0.075	cytokine receptor
*RNF128*	3.55	<0.001	0.102	transmembrane protein/ligase
*ARG2*	3.40	<0.001	0.087	arginine metabolism
*C3AR1*	3.22	0.001	0.123	G-protein coupled receptor
*IL1R2*	3.14	0.002	0.144	interleukin receptor
*SPTSSA*	−3.81	<0.001	0.102	sphingolipid biosynthesis
*PLPP3*	−2.09	0.003	0.151	membrane glycoprotein
*EEF1A1*	−1.84	0.007	0.186	elongation factor
*PEBP1*	−1.81	0.009	0.201	binding protein
*APEX1*	−1.74	0.003	0.151	endonuclease

^1^ Fold change; positive FC (L < H); negative FC (L > H); IL22RA2—Interleukin 22 receptor subunit alpha 2; RNF128—ring finger protein 128, E3 ubiquitin protein ligase; ARG2—arginase 2; C3AR1—complement C3a receptor 1; IL1R2—interleukin 1 receptor type 2; SPTSSA—serine palmitoyltransferase small subunit A; PLPP3—phospholipid phosphatase 3; EEF1A1—eukaryotic translation elongation factor 1 alpha 1; PEBP1—phosphatidylethanolamine binding protein 1; APEX1—apurinic/apyrimidinic endodeoxyribonuclease 1.

## Supplementary Materials

The following are available online at http://www.mdpi.com/2072-6643/11/2/436/s1, Table S1: Analyzed nutrient composition of the experimental diets. Table S2: Performance and feed intake of pigs fed variable dietary amounts of calcium and phosphorus. Table S3: P, Ca and Zn intake of pigs fed variable dietary amounts of calcium and phosphorus throughout the feeding trial. Table S4: Full list of pathways in PBMC of pigs fed diets with low and high amounts of calcium and phosphorus affected by differentially expressed genes.

# Supplementary material for: Physiological and Transcriptional Responses in Weaned Piglets Fed Diets with Varying Phosphorus and Calcium Levels
**Source:** Nutrients. 2019 Feb 20;11(2):436. doi: 10.3390/nu11020436
**Supplement:** Supplementary file 1

Table S1 Analyzed nutrient composition of the experimental diets.

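Table S1 gives the analysed composition of the 3 diets behind the PBMC profiles. By the paper's methods the L, M and H diets held 0.56, 0.84 and 1.02% P and 0.79, 1.27 and 1.69% Ca in dry matter, and the table gives the analysed contents in g per kg. P and Ca were raised together, so the diets differ in both minerals. The M diet is the control with the recommended supply.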

**Component**	**L**	**M**	**H**
Dry matter (DM) (g/kg FM)	898	897	905
Crude ash (g/kg DM)	49.7	61.5	79.0
Crude protein (g/kg DM)	196.0	196.2	209.9
Crude fiber (g/kg DM)	52.0	48.9	49.7
Crude fat (g/kg DM)	35.6	33.7	31.7
Sugar (g/kg DM)	67.6	71.0	69.8
Starch (g/kg DM)	393.1	399.1	383.4
Energy (MJ/kg DM)	14.7	14.6	14.3
Calcium (g/kg DM)	7.9	12.7	16.9
Phosphorus (g/kg DM)	5.7	8.4	10.2
Phosphorus sol. (g/kg DM)	3.1	4.9	6.0
Ca:P Ratio	1.6	1.7	1.8
Zinc (mg/kg DM)	36.9	37.0	39.1

FM – Fresh matter; DM – Dry matter; L – Low P diet; M – Medium P diet; H – High P diet

# Supplementary material for: Physiological and Transcriptional Responses in Weaned Piglets Fed Diets with Varying Phosphorus and Calcium Levels
**Source:** Nutrients. 2019 Feb 20;11(2):436. doi: 10.3390/nu11020436
**Supplement:** Supplementary file 1

Table S2 Performance and feed intake of pigs fed variable dietary amounts of calcium and phosphorus. Data refer to the weekly documentation of body weight, body weight gain and feed intake throughout the feeding trial.

**Body weight (kg)**							
**Age**	**L**		**M**		**H**		**p-Value**
	**Mean**	**SD**	**Mean**	**SD**	**Mean**	**SD**	
28 dpn	8.49	1.67	8.42	1.50	8.42	0.81	0.991
35 dpn	9.61	1.57	9.43	1.36	9.57	0.94	0.949
42 dpn	11.74	1.90	11.65	1.78	11.63	1.08	0.983
49 dpn	14.71	2.29	14.30	2.32	13.60	1.48	0.441
56 dpn	18.49 ^a	2.28	17.59 ^a	3.36	14.65 ^b	2.04	0.020
63 dpn	22.00 ^a	2.51	20.58 ^a	4.26	14.95 ^b	3.01	0.002
**Daily body weight gain (g/day)**							
**Trial week**	**L**		**M**		**H**		**p-Value**
	**Mean**	**SD**	**Mean**	**SD**	**Mean**	**SD**	
28-35 dpn	160.29	42.05	144.43	73.02	164.29	52.93	0.7788
35-42 dpn	304.00	61.34	316.71	64.70	294.29	51.54	0.8042
42-49 dpn	448.00 ^a	95.45	378.29 ^a	107.61	280.43 ^b	95.95	0.0081
49-56 dpn	515.29 ^a	36.11	470.00 ^a	200.54	151.00 ^b	129.61	0.0005
56-63 dpn	585.57 ^a	90.65	499.14 ^a	276.19	49.43 ^b	179.78	0.0003
**Daily feed intake (g/day)**							
**Trial week**	**L**		**M**		**H**		**p-Value**
	**Mean**	**SD**	**Mean**	**SD**	**Mean**	**SD**	
28-35 dpn	224.43	56.73	196.29	69.92	197.14	44.69	0.568
35-42 dpn	482.43	96.35	443.43	69.30	486.29	95.90	0.490
42-49 dpn	786.86 ^a	148.31	682.00 ^{a,b}	120.68	671.71 ^b	96.56	0.078
49-56 dpn	950.71 ^a	92.89	869.14 ^a	200.63	724.14 ^b	94.13	0.007
56-63 dpn	1048.86 ^a	166.85	958.14 ^a	136.02	668.86 ^b	135.57	0.001

^{a,b} Indicate significant differences between groups ($p < 0.05$); L – Low P diet; M – Medium P diet; H – High P diet. dpn=days post natum

# Supplementary material for: Physiological and Transcriptional Responses in Weaned Piglets Fed Diets with Varying Phosphorus and Calcium Levels
**Source:** Nutrients. 2019 Feb 20;11(2):436. doi: 10.3390/nu11020436
**Supplement:** Supplementary file 1

Table S3 P, Ca and Zn intake of pigs fed variable dietary amounts of calcium and phosphorus throughout the feeding trial.

**Calcium intake (g/day)**						
**Trial week**	**L**		**M**		**H**	
	**Mean**	**SD**	**Mean**	**SD**	**Mean**	**SD**
28-35 dpn	1.59 ^a	0.40	2.24 ^a	0.80	3.02 ^b	0.68
35-42 dpn	3.42 ^a	0.68	5.05 ^b	0.79	7.44 ^c	1.47
42-49 dpn	5.58 ^a	1.05	7.77 ^b	1.37	10.27 ^c	1.48
49-56 dpn	6.74 ^a	0.66	9.90 ^b	2.29	11.08 ^b	1.44
56-63 dpn	7.44 ^a	1.18	10.92 ^b	1.55	10.23 ^b	2.07
**Calcium intake (g/day/kgBW)**						
**Trial week**	**L**		**M**		**H**	
	**Mean**	**SD**	**Mean**	**SD**	**Mean**	**SD**
28-35 dpn	0.17 ^a	0.07	0.24 ^a	0.10	0.31 ^b	0.06
35-42 dpn	0.29 ^a	0.03	0.44 ^b	0.05	0.64 ^c	0.10
42-49 dpn	0.38 ^a	0.04	0.54 ^b	0.05	0.75 ^c	0.04
49-56 dpn	0.37 ^a	0.02	0.56 ^b	0.09	0.77 ^c	0.14
56-63 dpn	0.34 ^a	0.03	0.54 ^b	0.10	0.70 ^c	0.19
**Phosphorus intake (g/day)**						
**Trial week**	**L**		**M**		**H**	
	**Mean**	**SD**	**Mean**	**SD**	**Mean**	**SD**
28-35 dpn	1.15 ^a	0.29	1.48 ^{a,b}	0.53	1.82 ^b	0.41
35-42 dpn	2.47 ^a	0.49	3.34 ^b	0.52	4.49 ^c	0.89
42-49 dpn	4.03 ^a	0.76	5.14 ^b	0.91	6.20 ^c	0.89
49-56 dpn	4.87 ^a	0.48	6.55 ^b	1.51	6.68 ^b	0.87
56-63 dpn	5.37 ^a	0.85	7.22 ^b	1.02	6.17 ^{a,b}	1.25
**Phosphorus intake (g/day/kgBW)**						
**Trial week**	**L**		**M**		**H**	
	**Mean**	**SD**	**Mean**	**SD**	**Mean**	**SD**
28-35 dpn	0.12 ^a	0.05	0.16 ^{a,b}	0.06	0.19 ^b	0.04
35-42 dpn	0.21 ^a	0.02	0.29 ^b	0.03	0.39 ^c	0.06
42-49 dpn	0.27 ^a	0.03	0.36 ^b	0.04	0.46 ^c	0.02
49-56 dpn	0.26 ^a	0.02	0.37 ^b	0.06	0.46 ^c	0.09
56-63 dpn	0.24 ^a	0.02	0.36 ^b	0.06	0.43 ^b	0.12
**Zinc intake (g/day)**						
**Trial week**	**L**		**M**		**H**	
	**Mean**	**SD**	**Mean**	**SD**	**Mean**	**SD**
28-35 dpn	7.44	1.88	6.51	2.32	6.98	1.58
35-42 dpn	15.99	3.19	14.72	2.30	17.21	3.39
42-49 dpn	26.07	4.91	22.63	4.01	23.77	3.42
49-56 dpn	31.50	3.08	28.85	6.66	25.62	3.33
56-63 dpn	34.76 ^a	5.53	31.80 ^a	4.51	23.67 ^b	4.80
**Zinc intake (g/day/kgBW)**						
**Trial week**	**L**		**M**		**H**	
	**Mean**	**SD**	**Mean**	**SD**	**Mean**	**SD**

28-35 dpn	0.80	0.31	0.70	0.28	0.73	0.14
35-42 dpn	1.36 ^{a,b}	0.16	1.27 ^a	0.15	1.48 ^b	0.24
42-49 dpn	1.77 ^a	0.19	1.59 ^b	0.16	1.74 ^{a,b}	0.09
49-56 dpn	1.71	0.11	1.64	0.26	1.77	0.33
56-63 dpn	1.58	0.15	1.58	0.28	1.63	0.45

^{a,b,c} Indicate significant differences between groups ($p < 0.05$); L – Low P diet; M – Medium P diet; H – High P diet. dpn=days post natum

How the deposited data were processed for this re-analysis (not part of the article)

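PBMC were isolated by the authors on a density gradient from blood that was taken on day 63 from weaned piglets on the L, M and H diets. RNA of each animal was hybridized to a snowball array, an Affymetrix pig array of 47845 probe sets read in 1 colour. Arrays were read with GCOS 1.1.1, and the authors normalized the intensities by RMA (background correction, quantile normalization and probe summary) to log2 values. The values used here are those of 20 arrays, 6 of L, 7 of M and 7 of H animals; the paper states that 1 array was excluded in quality control. Quantile normalization brings the probe intensities of all arrays to one distribution before they are summarized, so a change of all transcripts together would be largely removed from these values. The number of arrays limits the precision.

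The paper removed probe sets declared present on too few arrays. Presence calls need the probe intensities, which are not used here. Instead, a probe set was kept if it lay above the median of the array on at least 80% of the arrays (16 of 20), which left 22127 probe sets; 123 control probe sets were left out. Gene names are those of the array's annotation, with the names of 428 probe sets brought up to date through unique synonyms; 26426 probe sets carried 1 name and 21419 none. No genome positions were used here. Where a gene had several kept probe sets, the one with the highest mean over all arrays stood for it.

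The 3 diets were fitted together in limma 3.58.1 under R 4.3.3 with sex as a covariate and moderated variances, and H against L, M against L and H against M were taken from this fit. Litter, a fixed effect in the methods, is not in the sample labels. A probe set was called at an unadjusted p under 0.01 and a Storey q under 0.21, the threshold of the paper. In addition a trend with dietary P and an interaction of diet and sex were fitted. Single genes and list means of H and L animals were compared by a two-sided exact permutation test over all 1716 splits of the 13 animals, where the smallest p that can be reached is 0.000583. This test takes the animals as exchangeable and uses neither sex nor litter, although the paper's piglets included littermates. Gene lists were tested with camera at a preset correlation of 0.01, over the 38 of 40 lists with at least 5 measured genes, with Benjamini-Hochberg adjustment, and also with an estimated correlation and with fry. In addition 15 families of gene symbols and the gene lists of Table 2 and Table 3 were described. The families and lists were written down before the data were examined. Some of them hold genes of the paper's tables, which the study chose on these animals. Fisher's exact test of the families was not among the tests set then. Of the families 1, and some single genes, are not reported here.

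Named genes follow a rule set before the data were examined, although the values in the paper's tables had been seen: the genes of Table 3; the called genes with the largest change; in each list up to 4 called members with the smallest p, or up to 2 members where none was called; the 3 genes of smallest p in M against L and in H against M; and the other genes that the paper's text names as measured.

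The steps were tested on simulated data, with values drawn independently for each probe set from its mean and residual SD, so that the correlation between genes is not part of this test. With no change added, 0 probe sets were called. With a log2 change of 1 in 200 probe sets, 182 of them were recovered (91%) with 65 false calls, and with a log2 change of 2 all 200 were recovered with 52 false calls.

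Alternatives set before the data were examined were no filter and a stricter one (above the 75th percentile of the array), leaving out sex, the methods' variance analysis without moderation, limma with trend and robust, array weights, centring of each array, cyclic loess, a Benjamini-Hochberg threshold, neutrophil and monocyte marker scores as covariates, the 13 L and H arrays alone, the mean of all probe sets of a gene, any probe set of a gene, an estimated correlation and fry for the lists, and leaving out each animal in turn. Added after the data were seen were 3 residual components as covariates, the background level as a covariate, leaving out the 3 arrays of highest background, an unadjusted p under 0.01 alone, and an exact test of each list's mean. Figures were drawn with matplotlib 3.10.9 from tables read by pandas 2.3.3 under Python 3.11.15. The pathway and Gene Ontology tools of the paper were not used here.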

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

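Of the tests in this part, the comparisons with erythroid markers and the exact tests of list means were chosen only after the results had been seen. So were the splits for an unadjusted p under 0.01, with array weights, with the background level and with 3 residual components.

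Several lists of myeloid and innate immune genes were higher in H than L in camera, and none of them passed with an estimated correlation. More granulocytes in the PBMC fraction of H animals may account for part of this. The 15 neutrophil genes outside the study's tables had a median log2 difference of 0.321, at percentile 100 of 10000 random lists of like expression. Random lists leave out the correlation between neutrophil genes: with an estimated correlation the neutrophil markers did not pass (adjusted p = 0.263), their mean per animal had an exact permutation p of 0.0734, and the granule proteins did not pass in camera (adjusted p = 0.188). The density gradient removes most granulocytes. Their abundant transcripts S100A12, S100A8 and S100A9, which monocytes also express, had differences of 0.32 (SE 0.37), 0.43 (SE 0.37) and 0.49 (SE 0.34), and TGM3, another of the neutrophil genes, 2.35 (SE 0.58). How large a part granulocytes account for stays open. More monocytes may account for part as well, since the 10 monocyte markers, none of them in the study's tables and 6 of them also in another list, had a median of 0.481.

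A lower share of lymphocytes cannot be told apart from these. The T cell, B cell and NK cell lists had medians of -0.35, -0.29 and -0.170. A lower share would raise the markers of all other cells alike, but neutrophil and erythroid scores moved apart by 1.22 (exact permutation p = 0.0379), and by 0.905 without H replicate 12 (exact permutation p = 0.0671), which keeps it open. Monocyte and erythroid scores moved apart by 0.909 (exact permutation p = 0.0408). This was not repeated without H replicate 12, whose erythroid score lay far below that of the other H animals. The diet itself, which changes P and Ca together, stays open as a biological explanation. The paper reports that H animals also had parakeratosis and lower serum Zn, ate less and gained less weight. These states go with the H diet and cannot be told apart from its minerals here. A difference in the background level between the diets is argued against: that of H and L differed by 0.00186 (exact permutation p = 0.986). With this level as a covariate 668 probe sets were called instead of 6. The bound set beforehand for no effect, within 1.5 times the count, was thus not met, since the count rose. Other sides of array quality were not tested. H replicate 17 had the lowest median correlation with the other arrays, 0.925.

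The 6 probe sets called between H and L were reached by 3 of 100 splits of the 13 L and H arrays, the real one included. This share is below the bound of 0.05 set beforehand. Only 100 of the 1716 possible splits were drawn, and several counts were tested this way without adjustment. The splits also treat littermates as independent animals, since litter was not known. The result therefore does not firmly exclude chance. The highest other split called 1034, which points to a structure of the samples, and what this structure is was not tested. The 24 lists past camera were also reached by 3 of 100 splits, with at most 25 in another. The same limits hold there, and the median of the other splits was 10. None of the 24 passed with an estimated correlation, with fry or with an exact test of the list's mean. Chance cannot be excluded for the 462 probe sets at an unadjusted p under 0.01 (5 of 100 splits as large, at most 1034), for the 943 probe sets with array weights (6 of 100 splits as large, at most 1435) or for the 5 between H and M (11 of 100, at most 3650). With the background level as a covariate the 668 were reached by 4 of 100 splits (at most 1587, median 0) and with 3 residual components the 1825 by 4 of 100 (at most 2221, median 371). Both settings were chosen after the real count had been seen, which these splits do not take into account, so they do not exclude chance. The counts of 0 for M against L, the trend with dietary P and the interaction of diet and sex were reached by 100 of 100 splits each, with at most 2272, 1896 and 1042 in another split.

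Some animals lay far from the others of their group. This was so in 7 of 150 groups tested, where chance gives 7.5. RNF128 was 6.33 in L replicate 13, against 4.12 to 4.92 in the other L animals. In the same animal the mean of the interleukin-1 family and receptors was 0.474, against -0.490 to -0.224. PEBP1 was 8.35 in L replicate 9, against 8.01 to 8.14. The mean of erythroid markers was -0.851 in M replicate 1, against 0.260 to 0.783, and -1.57 in H replicate 12, against -0.360 to 0.215. The mean of MHC class II genes was -0.922 in H replicate 17, against -0.230 to 0.240. The mean of interferon-stimulated genes was -0.863 in M replicate 19, against -0.320 to 0.0816.

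Among genes the paper does not discuss, the subunits of oxidative phosphorylation had a median log2 difference H minus L of -0.233, and passed in camera but not with an estimated correlation (adjusted p = 0.263) nor with fry (adjusted p = 0.174). Its list mean per animal had an exact permutation p of 0.0262 between H and L and did not pass over the 38 lists (adjusted p = 0.242). The rule for reporting such a list was set after the camera values had been seen.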

How the results depend on the processing

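The alternatives with 3 residual components, with the background level, without the 3 arrays of highest background (L replicate 6, M replicates 16 and 19), with an unadjusted p under 0.01 alone and with exact list tests were chosen after the data were seen. The cause of a change was not tested unless stated.

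Probe sets and annotated genes called between H and L (6 and 3) and genes of Table 2 called (1) were 0, 0 and 0 without filter, without sex, with trend and robust, after centring, after cyclic loess, with the Benjamini-Hochberg threshold, with marker scores as covariates and with the L and H arrays alone; 1, 1 and 0 with the methods' variance analysis; 943, 562 and 47 with array weights; 668, 394 and 31 with the background level; 868, 529 and 26 without the 3 arrays; 1825, 1058 and 67 with 3 residual components, which by construction leave every fold change as it was and lower the residual spread; and 462, 270 and 37 with an unadjusted p under 0.01 alone. The stricter filter called 3 probe sets and 0 genes of Table 2. The 5 probe sets between H and M were 0 without filter, without sex, after centring, with the Benjamini-Hochberg threshold and with marker scores, 1 after cyclic loess, 41 with array weights, 33 with the background level, 1064 without the 3 arrays, 1403 with residual components and 342 with an unadjusted p alone. The trend with dietary P (0) was 735 with array weights, 5 with the background level, 1556 with residual components and 392 with an unadjusted p alone, which also gave 99 for M against L and 166 for diet by sex, both 0 with the other alternatives except for leaving out 1 animal. The 24 lists past the test were 12 with marker scores and 0 with an estimated correlation, with fry and with exact tests.

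Leaving out 1 animal gave 0 to 312 probe sets, 0 to 173 genes and 0 to 33 genes of Table 2 between H and L, 0 to 91 probe sets between H and M, 0 to 1 between M and L (1 without L replicate 13 and 1 without M replicate 20), 0 to 301 for the trend, 0 to 29 for diet by sex, 22 to 26 lists and a position of M of 0.0768 to 0.455. Between H and L it was 312 without L replicate 13, 125 without H replicate 18, 57 without L replicate 10, 8 without M replicate 19, 4 without H replicate 4 and 0 without each of the other 15. The highest counts for the others came without M replicate 1 (H against M), L replicate 13 (trend and position of M) and L replicate 5 (diet by sex).

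Of named genes, 1474 results kept direction and side of the threshold, 331 came past it and 21 no longer did. Of lists, by the direction that camera gives, these numbers were 588, 11 and 98. Of the 331 gene results, 77 came with residual components, 50 with the background level and 50 without the 3 arrays of highest background. A further 50 came with an unadjusted p under 0.01 alone, which drops the q threshold. These alternatives were chosen after the data were seen. Of those set beforehand, array weights gave 69 and leaving out single animals 35. Among genes whose change exceeded its SE and lists past camera, XCR1 (-0.0912) and the list of neutrophil markers (-0.0377) changed direction, both with marker scores, of which that list is itself a part. Smaller changes of sign were more frequent. With marker scores the medians of monocyte markers (-0.0602), B cell markers (0.00533), NK and cytotoxic markers (0.161), platelet markers (-0.00169), T helper lineage genes (0.0246), store-operated calcium entry (0.105) and sphingolipid enzymes (-0.0238) changed sign, and so did GATA2. EEF1A1 changed sign without H replicate 17, and medians of lists near 0 did so with some other alternatives. Signal over background, 2.80 to 3.66 on the log2 scale by array, limits what dim probe sets can show.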

Differences from the paper's values

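Between H and L the paper's number of probe sets at the same threshold is 694, and 6 were called here. Of the alternatives set before the data were examined, array weights gave 943, within 1.5 times of the paper's value, and the others gave 0 to 312. Of the annotated genes the paper's number is 391, and 3 were called here, with 562 with array weights and 0 to 173 with the others. The paper's number of higher genes is 276, and 1 was called here, with 315 with array weights. The paper's number of lower genes is 115, and 2 were called here, with 245 with array weights, so none of the alternatives set beforehand came within 1.5 times of it. The filter differs from the paper's, which used presence calls, and litter is missing from the fit.

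Some alternatives chosen after seeing the values came within 1.5 times of the paper's 694 probe sets or 391 genes. They were the background level as a covariate (668 and 394, calling 37 of the 81 measured genes of Table 2 and dropping 44), leaving out the 3 arrays of highest background (868 and 529, dropping 50 of the 81) and an unadjusted p under 0.01 alone (270 genes, dropping 39 of the 81). The 3 residual components as covariates, also chosen after seeing the values, gave 1825 probe sets and dropped 8 of the 81. With array weights 52 of the 81 had a called probe set and 29 did not.

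For ARG2 the paper's fold change is 3.40 and the probe set of highest mean gave 1.91 here; another kept probe set of the gene gave 3.35. Of the alternatives set before the data were examined, leaving out 1 animal brought it to at most 2.23, within the SD between animals of the paper's value, and the others did not. For EEF1A1 the paper's fold change is -1.84 and the value here was -1.04, and no alternative set beforehand came within the SD between animals of it. For PEBP1 the paper's is -1.81 and the value here was -1.41; the fit of the L and H arrays alone (-1.42) and leaving out 1 animal (down to -1.47) came within the SD between animals and the other alternatives set beforehand did not. None of the genes of Table 3 was called here. With array weights IL22RA2, ARG2, C3AR1, IL1R2, PEBP1 and APEX1 were called, and RNF128 was called with 3 residual components, an alternative chosen after seeing the values that dropped 1 of the 8, EEF1A1. The fold changes of IL22RA2 (5.60 here, 5.95 in the paper), C3AR1 (3.10 and 3.22), IL1R2 (2.87 and 3.14), APEX1 (-1.47 and -1.74) and RNF128 (1.96 and 3.55) lay within the SD between animals of the paper's. This SD is wide for variable genes, 1.74 for IL22RA2 and 0.90 for RNF128 on the log2 scale. Lying within it does not mean that 2 fold changes are close. RNF128 lay outside it with array weights (1.57), with marker scores (1.46) and without H replicate 17 (1.47). IL1R2 did so with marker scores (1.42), and APEX1 in 1 run without an animal (-1.36). Leaving out 1 animal moved that of IL22RA2 to between 4.26 and 8.68, the latter without L replicate 13.

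The paper found no difference between M and H after its correction for multiple testing; 5 probe sets were called between them here, a count that 11 of 100 splits of the 14 arrays reached, so that chance cannot be excluded. Its text gives the scores of EIF2 signaling, PPAR signaling and LXR/RXR activation as negative, while its Table 2, in the form available here, shows them without a minus sign, which may have been lost in that form. Here 8 of 11 genes for EIF2 signaling lay below 0, and 7 of 7 for PPAR signaling and 11 of 12 for LXR/RXR activation above 0. The paper's z-score measures how the values correspond to known gene regulation, so these directions do not give its sign. They are evidence neither for nor against the inactivation the paper states.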

Other observations

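Some cell type lists belong to none of the paper's statements. Erythroid markers lay below 0 in all 13 genes (median log2 difference H minus L -0.51, camera adjusted p = 0.000629, adjusted p = 0.338 with an estimated correlation), with SPTB, an erythrocyte spectrin, at -0.69 (SE 0.31) and KLF1, the erythroid transcription factor, at -0.28 (SE 0.15). Dendritic cell markers lay above 0 in 6 of 8 (median 0.18, camera adjusted p = 0.0416, adjusted p = 0.263 with an estimated correlation), with XCR1 at 0.51 (SE 0.28) and IRF8 at 0.22 (SE 0.12). The erythroid list did not pass without H replicate 12 (median -0.18, adjusted p = 0.0565), and the dendritic list did not pass without each of L replicates 6, 9, 10 and 15 and H replicates 4, 11 and 12 (adjusted p from 0.0521 to 0.118). Platelet markers (14 genes, median 0.05, camera adjusted p = 0.439) and plasma cell markers (9 genes, median -0.14, camera adjusted p = 0.294) did not pass, the platelet list except without L replicate 5 (median 0.31, adjusted p = 0.0357), with F13A1 at 0.50 (SE 0.40), THBS1 at 0.35 (SE 0.29), DERL3 at -0.38 (SE 0.18) and TNFRSF17 at -0.45 (SE 0.25). Of the lists too small to test, eosinophil, basophil and mast cell markers had 2 genes, KIT at -0.17 (SE 0.20) and GATA2 at -0.05 (SE 0.14), and histones had 2, H2AFZ at -0.51 (SE 0.24) and H3F3A at -0.21 (SE 0.18). None of these genes was called, nor adjusted over the list alone.

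Genes of osteoclast differentiation, which starts from blood monocytes, were higher in H as a list (14 of 19 above 0, median 0.18, camera adjusted p = 0.0125, adjusted p = 0.263 with an estimated correlation), with OSCAR, an osteoclast receptor, at 0.39 (SE 0.18) and SIRPA at 0.60 (SE 0.22). It did not pass without L replicate 9 (median 0.12, adjusted p = 0.0579). Monocyte markers moved with this list (median 0.48), and with the neutrophil and monocyte marker scores as covariates its median was 0.02 (adjusted p = 0.736). With the same covariates the adjusted p of the dendritic cell markers was 0.567. Zinc transporters and metallothioneins did not pass (18 genes, median 0.06, camera adjusted p = 0.102) except without L replicate 10 (median 0.07, adjusted p = 0.0342) and without H replicate 17 (median 0.08, adjusted p = 0.0359), with the zinc importers SLC39A8 at 0.84 (SE 0.28) and SLC39A1 at 0.50 (SE 0.19). None was called, nor adjusted over the list alone.

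In males alone 31 probe sets were called between H and L, all higher in H, and in females alone 0 with limma. Past an unadjusted p under 0.05 there were 1297 in males and 1936 in females. At an unadjusted p under 0.01, 334 were higher and 53 lower in males, and 68 higher and 397 lower in females. The interaction of diet and sex called 0, so a difference between the sexes is not shown. No list of 38 (smallest adjusted p = 0.286) and none of the 103 named genes (smallest adjusted p = 0.319) differed between the sexes.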
